# The spleen as a possible source of serine protease inhibitors and migrating monocytes required for liver regeneration after 70% resection in mice

**DOI:** 10.3389/fcell.2023.1241819

**Published:** 2023-09-07

**Authors:** Andrey Elchaninov, Polina Vishnyakova, Maria Kuznetsova, Elena Gantsova, Viktoria Kiseleva, Anastasiya Lokhonina, Maria Antonova, Aiaz Mamedov, Anna Soboleva, Dmitry Trofimov, Timur Fatkhudinov, Gennady Sukhikh

**Keywords:** spleen, liver, regeneration, macrophages, lymphocytes

## Abstract

**Introduction:** The role of the immune system in liver repair is fundamentally complex and most likely involves the spleen. The close connection between the two organs via the portal vein enables delivery of splenic cytokines and living cells to the liver. This study evaluates expression of inflammation-related genes and assesses the dynamics of monocyte-macrophage and lymphocyte populations of the spleen during the recovery from 70% hepatectomy in mice.

**Methods:** The study used the established mouse model of 70% liver volume resection. The animals were sacrificed 24 h, 72 h or 7 days post-intervention and splenic tissues were collected for analysis: Clariom™ S transcriptomic assay, immunohistochemistry for proliferation marker Ki-67 and macrophage markers, and flow cytometry for lymphocyte and macrophage markers.

**Results:** The loss and regeneration of 70% liver volume affected the cytological architecture and gene expression profiles of the spleen. The tests revealed significant reduction in cell counts for Ki-67+ cells and CD115+ macrophages on day 1, Ly6C + cells on days 1, 3 and 7, and CD3^+^CD8^+^ cytotoxic lymphocytes on day 7. The transcriptomic analysis revealed significant activation of protease inhibitor genes *Serpina3n*, *Stfa2* and *Stfa2l1* and decreased expression of cell cycle regulatory genes on day 1, mirrored by inverse dynamics observed on day 7.

**Discussion and conclusion:** Splenic homeostasis is significantly affected by massive loss in liver volume. High levels of protease inhibitors indicated by increased expression of corresponding genes on day 1 may play an anti-inflammatory role upon reaching the regenerating liver via the portal vein. Leukocyte populations of the spleen react by a slow-down in proliferation. A transient decrease in the local CD115+ and Ly6C+ cell counts may indicate migration of splenic monocytes-macrophages to the liver.

## Introduction

The immune system is heavily involved in tissue repair as a major regulatory entity complementary to nervous and endocrine elements. Clear anatomical connections between certain immune and non-immune organs ensure coherent reactions to infections, traumas, toxic damage, etc. It is primarily about the relationship between the spleen and the liver within the so-called hepatosplenic axis (Tarantino et al., 2013; Li et al., 2017). The basis of this interaction is the portal circulation linking the spleen and liver, as well as the presence of common barrier and immune functions (Tarantino et al., 2013; Li et al., 2017). Despite the direct connection of the liver and spleen, the specific mechanisms of mutual influence of these organs, including reparative processes, remain poorly understood (Yamada et al., 2016; Liu et al., 2018; Elchaninov et al., 2022).

The hepatosplenic axis was extensively studied in connection with cirrhosis in clinical and experimental models. Accordingly, the emphasis was made on spleen-derived factors affecting Ito cells of the liver implicated in the excessive fibrous matrix production (Romanelli and Stasi, 2016; Higashi et al., 2017). In hepatitis and cirrhosis, i.e., under conditions of diffuse damage to liver parenchyma, macrophages of the splenic red pulp produce increased amounts of TGFβ1 spreading to the liver via the portal vein and activating Ito cells—this effect has been confirmed in various settings, both experimental (Akahoshi et al., 2002) and clinical (Asanoma et al., 2014). By contrast, under conditions of sheer massive loss in liver volume, splenic influences appear beneficial. Increased expression of certain interleukins and hepatocyte growth factor (HGF) by the spleen after experimental liver resections (Kono et al., 1992; Yin et al., 2011) indicates a humoral support deserving a dedicated investigation.

The spleen is a plausible source of i) cytokines and growth factors that regulate inflammation and repair; and ii) migratory leukocytes. Deposition of monocytes in the spleen and their release towards the damage foci have been demonstrated in models of myocardial infarction and ischemic stroke (Swirski et al., 2009; Blomster et al., 2013; Kim et al., 2014; Rizzo et al., 2020). The immigration of monocytes-macrophages and other leukocytes in the liver after hepatotoxic injury or surgical resection is well documented (Goh et al., 2013; Zigmond et al., 2014; Elchaninov et al., 2021), but their sources and contribution of the spleen to this process are unknown.

The spleen is the largest site of T- and B-lymphocyte differentiation in adult mammals. Almost any organ in the body has its own lymphocyte population with varying degree of splenic connections (Marquez-Medina et al., 2012; Li and Hua, 2017). A decrease in CD4^+^ splenic pools has been observed in mouse model of cirrhosis (Tanabe et al., 2015) and migration to the liver as a possible cause cannot be excluded.

Reactions of splenic lymphocytes to hepatectomy have not been addressed experimentally. Moreover, in liver resection models, the hepatosplenic axis status and retrieval are often neglected. Here we address this issue using a transcriptomic approach focused on inflammation- and repair-related secreted molecules. We also assess the dynamics of monocyte-macrophage and lymphocyte populations of the spleen after 70% hepatectomy in mouse model.

## Methods

### Animals

The study used male C57bl/10 mice (*N* = 39), body weight 20–22 g, bred in “Stolbovaya” branch of the Federal State Budgetary Institution of Science “Scientific Center for Biomedical Technologies of the Federal Medical and Biological Agency.”

The animals were housed in plastic cages at 22°C ± 1 °C with light on from 6:00 a.m. to 6:00 p.m. and free access to chow and water. The conditions complied with the “International Recommendations for Conducting Biomedical Research Using Animals” of 1985, the Rules of Laboratory Practice in the Russian Federation (Order of the Ministry of Health of the Russian Federation of 91/06/2003 No. 267), and the law “On the protection of animals from abuse” chapter V, article 10, 4679-GD of 12/01/1999. The study was approved by the Ethical Review Board at the Avtsyn Research Institute of Human Morphology [Protocol No. 29 (5), 8 November 2021].

### Experimental model

Resection of 70% liver volume was performed under general isoflurane anesthesia using the Higgins and Anderson method described elsewhere (Nevzorova et al., 2015), scheduled uniformly to 10.00–11.00 a.m. The animals were sacrificed 24 h, 72 h or 7 days post-intervention using a CO2-chamber. A total of 18 hepatectomies were performed; the comparison groups included intact (*n* = 6) and sham-operated animals (*n* = 15). The process of liver regeneration took 7 days; by this time-point the differences in liver-to-body weight ratio between hepatectomized, sham-operated and intact animals levelled off (Supplementary Figure S1).

### Immunohistochemistry

Antibodies by Abcam, UK, were used in dilutions given in brackets. The scope of primary antibodies included proliferation marker Ki-67 (ab16667, 1:100) and macrophage markers CD68 (ab125212,1:100), CD163 (ab182422, 1:100) and CD206 (ab64693, 1:100).

Splenic tissue fragments were shock-frozen in liquid nitrogen and cryosectioned. The slides were incubated for 12 h with primary antibodies and for 1 h with FITC- or PE-conjugated secondary antibodies (1:200); the nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich Co LLC). The immunostained cryosections were analyzed for positivity; the indexes were calculated as a percent of FITC-labeled cells among total cell counts, with at least 3,000 cells assessed for each target. Ki67^+^ and Ki67^-^ cells were counted in randomly selected fields of view (all cells in each field counted) until the total cell count (Ki67^+^ plus Ki67^-^) exceeded 1,000. The Ki67^+^ indexes were calculated as ratio of Ki67^+^ to the total cell count (Ki67^+^ plus Ki67^-^). The indexes were calculated for each animal individually, with red and white pulps of the spleen examined separately. The plot was built using averaged Ki67 indexes for each animal.

### Flow cytometry

The dissected splenic fragments were washed twice in Hanks’ balanced salt solution (PanEco, Russia), mechanically minced and incubated in 0.05% solution of collagenases type I and IV (PanEco) for 25 min at 37°С, shaking. The suspension was passed through 100 um nylon strainer (SPL LifeScience, Korea) and washed twice from th enzymes in Hanks’ balanced salt solution with 10% fetal calf serum (PAA Laboratories, Austria; 500 g for 10 min, 20°С). The erythrocytes were lyzed in Red Blood Cell Lysis Solution (Miltenyi Biotec, Germany).

The obtained cell preps were immunophenotyped for CD45, CD3, CD8, CD4, CD19, F4/80, CD115, Ly6C, CD163 and CD206. The cells were incubated with antibodies, washed, resuspended in 0.3 mL PBS, and transferred to flow cytometry tubes for analysis in a BD FACSAria III (Becton Dickinson, United States). Each measurement used at least 10,000 cells. The gating strategies used FSC vs. SSC dot-plots to exclude debris (Supplementary Figure S1) followed by [SSC vs. CD45 (CD45^+^ to SSC vs. CD3 (CD3^+^ to CD4 vs. CD8))] dot-plots for T cells [SSC vs. CD19 (CD19^+^ to SSC vs. CD45)] for B cells [SSC vs. CD45 (CD45^+^ to SSC vs. CD3 (CD3^+^ vs. CD1d))] dot-plots for NKT cells [SSC vs. CD45 (CD45^+^ to SSC vs. CD3 (CD3^+^ vs. CD4+to CD4 vs. Foxp3)] dot-plots for total Treg cells and [SSC vs. CD45 (CD45^+^ to SSC vs. F4/80|CD115|Ly6C)] for macrophages.

For detailed analysis of macrophage phenotypes, CD115+ cells were isolated manually by magnetic sorting using a MidiMACS™ Separator with LS Columns and Anti-CD115 MicroBeads (all by Miltenyi Biotec). CD86, CD163 and CD206 positivity indexes were measured in FSC vs. SSC gated pools of interest.

See Supplementary Table S1 for a list of antibodies for flow cytometry. The gating strategy is shown in Supplementary Figure S1.

### Transcriptomic profiling

Total RNA isolated from cells with RNeasy Plus Mini Kit (Qiagen, Germany) was analyzed by Clariom™ S Assay, mouse (Applied Biosystems™, Thermo Fisher). The data were analyzed with TAC Software 4.0.2 using Affymetrix default analysis settings and RMA algorithm. Fisher’s exact test with FDR correction was performed for estimation of statistical over-representation. The data reported in this paper have been deposited into the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (GEO accession: GSE232531).

### Real-time PCR

First-strand strand cDNA was synthesized with MMLV RT kit (Evrogen, Russia) using total RNA as a template. The PCRs were set in duplicates with qPCRmix-HS SYBR mastermixes containing SYBR Green I (Evrogen, Russia). The target-specific primers are listed in Supplementary Table S2. The expression was quantified by the threshold cycle (Ct) approach; relative expression levels were calculated against Gapdh as a reference target.

### Western blotting

The tissue was homogenized in protein solubilization buffer (MicroRotofor Lysis Kit, Bio-Rad) with tributylphosphine and cOmplete protease inhibitor cocktail (Roche) and centrifuged at 14,000 g for 30 min. The supernatant was mixed with sample loading buffer, heated at 65°C for 5 min and stored at −20°C. Protein separation was carried out in 10.0%–12.5% PAAG. The transfer to PVDF membranes (Bio-Rad) was performed in a Trans-Blot Turbo Transfer System (Bio-Rad) at standard settings. The membrane was incubated in EveryBlot Blocking Buffer (Bio-Rad) for 15 min at room temperature and stained with protein-specific antibodies overnight at 4°C, washed, and incubated with secondary HRP-conjugated antibodies for 1 h at room temperature. Chemiluminescence was visualized using Novex ECL kit (Invitrogen, United States) in a ChemiDoc Imaging System (Bio-Rad). Chemiluminescence intensity was analyzed using ImageLab software with GAPDH as normalization reference. The uncropped WB membranes are shown in the Supplementary Figure S2.

### Statistical analysis

The data were analyzed in SigmaStat 3.5 software (Systat Software Inc., United States) using Mann–Whitney test. The differences at *p* < 0.05 were considered statistically significant.

## Results

### Proliferation dynamics

Liver resection led to a statistically significant decrease in the proliferative activity of splenic cells. A decrease in Ki-67 index was observed in both red and white pulps of the spleen. However, in red pulp, Ki-67 index was significantly reduced on day 1 (24 h post-intervention) and returned to control values by day 3 (72 h post-intervention). In white pulp, a similar correction took longer, with Ki-67 index returning to control values by day 7 (Figure 1A). A significant increase in the expression of *Сyclin A2* and *E1* genes in the spleen was found 3 days after liver resection (Figure 1B). It should be noted that, at the protein level, a downward trend in the content of cyclin D1 in the spleen of hepatectomized animals as compared to sham-operated was revealed by Western blotting on day 7 after liver resection; in the case of cyclin A, there was a tendency for the content of this protein to increase, but the difference was insignificant (Figure 1C, Supplementary Figure S3).

**FIGURE 1:**
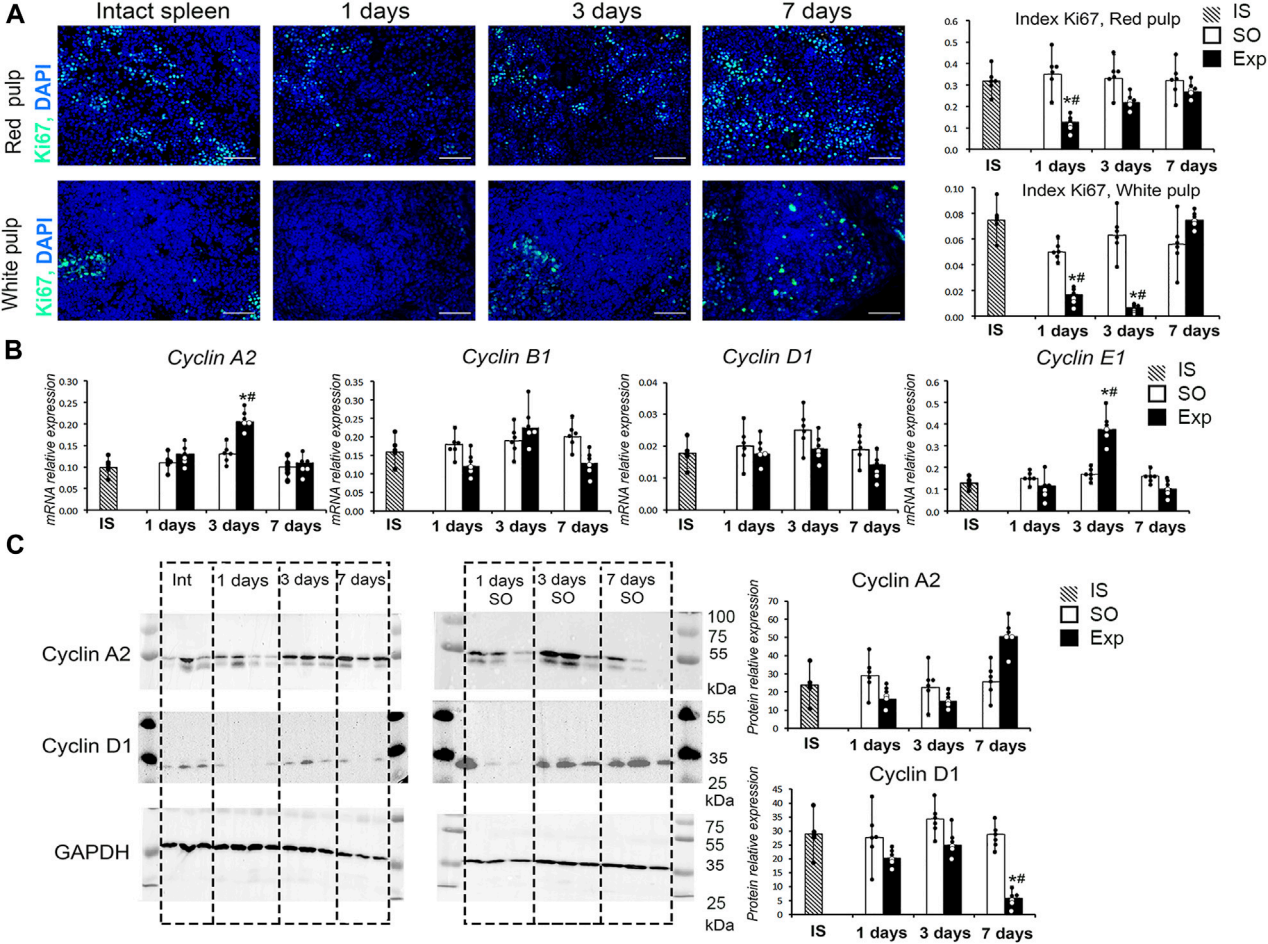
Spleen cell proliferation activity after liver resection. **(A)** Ki-67 expression in red and white spleen pulp cells after liver resection with corresponding Ki-67 indexes, FITC-conjugated secondary antibodies, cell nuclei counterstained with DAPI, objective lens 40, scale bar 50 μm **(B)** Cyclin gene expression in the spleen after liver resection. **(C)** Western blot of cyclin A2 and D1 proteins and corresponding densitometric study. IS–intact spleen, SO–sham-operated animals, EXP–animals with liver resection, the data are presented as means ± standard deviations, *p < 0.05 compared with corresponding sham-operated animals, #*p* < 0.05 compared with intact spleen.

### Splenic macrophage population dynamics

Immunohistochemical tests revealed predominant localization of CD68^+^ and CD163+ cells in red pulp, whereas CD206+ cells were predominantly associated with lymphoid follicles. This topography was characteristic of splenic macrophages in all animals independently of liver resection history. On day 1 (24 h post-intervention) CD206+ cell counts outside lymphoid follicles were increased. Also on day 1, anti-CD163 antibody produces a signal of higher intensity compared with other groups and time-points of the study (Figure 2A; Supplementary Figure S4).

**FIGURE 2:**
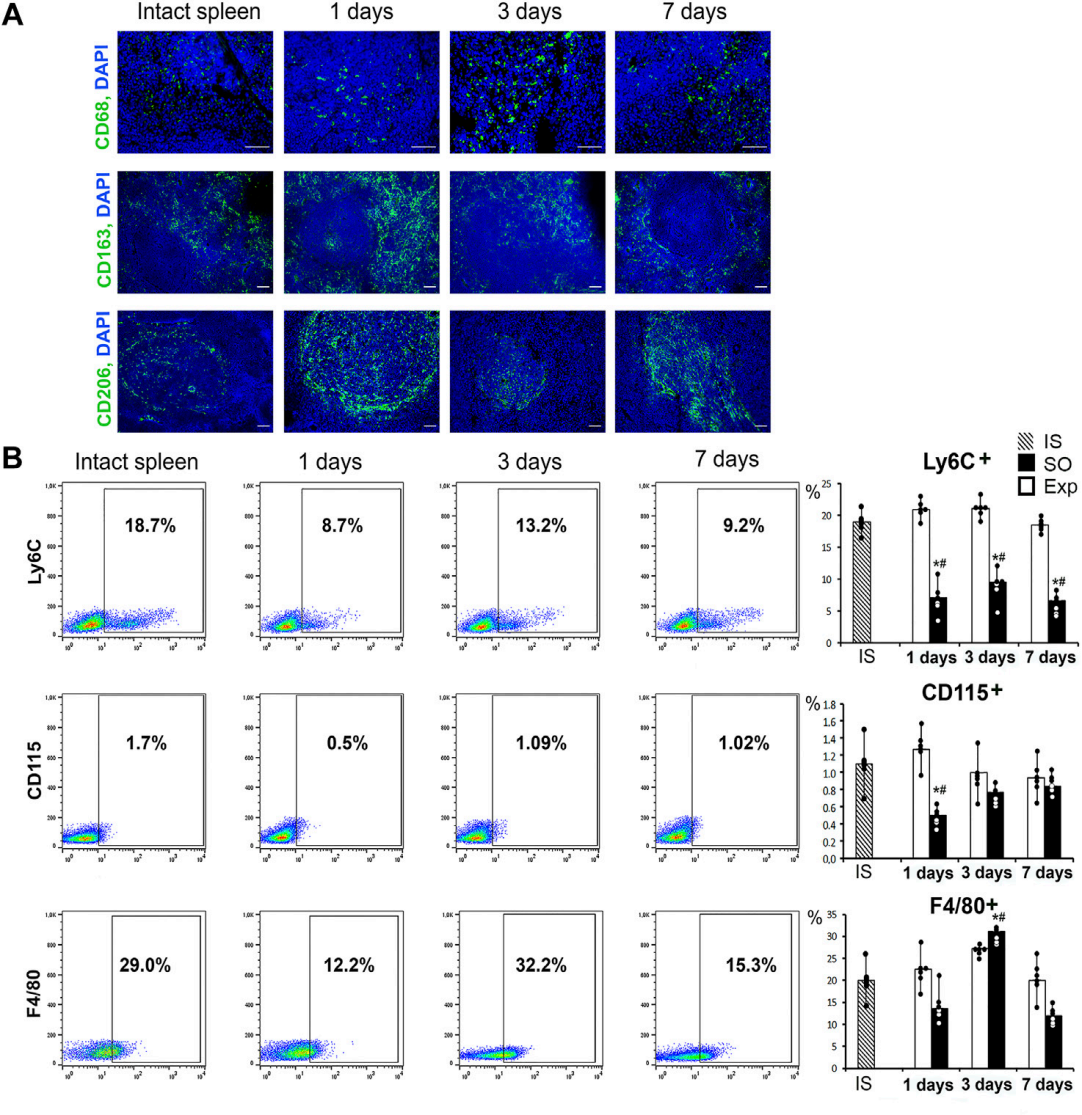
The state of the monocytic-macrophage system of the spleen after liver resection. **(A)** Immunohistochemical detection of macrophage markers CD68, CD163 and CD206, FITC-conjugated secondary antibodies, cell nuclei counterstained with DAPI. **(B)** Representative Ly6C-, CD115-, F4/80-SSC scatter plots. Reconstitution dynamics for Ly6C+, CD115+, F4/80 + cells. IS–intact spleen, SO–sham-operated animals, EXP–animals with liver resection, the data are presented as means ± standard deviations, *p < 0.05 compared with corresponding sham-operated animals, #*p* < 0.05 compared with intact spleen.

The flow cytometry assay revealed significant changes in splenic macrophage subpopulation ratio including decreased CD115+ counts on day 1 and decreased Ly6C+ counts on days 1, 3 and 7. On the third day after surgery we found a significant increase in the proportion of F4/80+ macrophages, which probably reflects the processes of macrophage activation in response to liver resection (Figure 2B). Splenic cell isolates sorted for CD115 macrophage surface marker showed significantly reduced content of particular subpopulations: CD163+ on day 1, CD206+ and CD86^+^ throughout the observation (days 1, 3 and 7 post-intervention) (Figure 3, Supplementary Figure S4).

**FIGURE 3:**
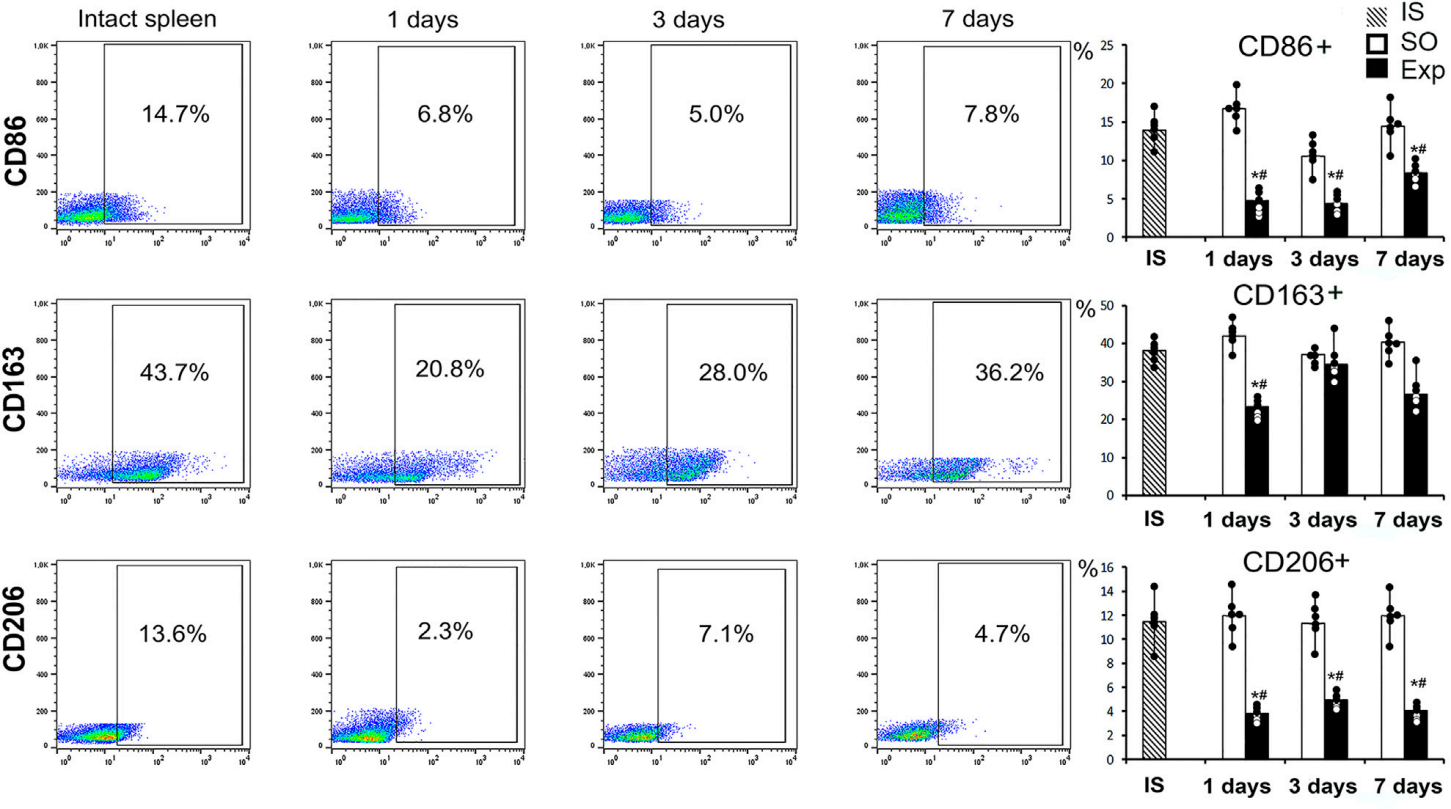
Analysis of the phenotype of macrophages obtained by magnetic sorting for the CD115 marker from the spleen after liver resection. Representative CD86^−^, CD163-, CD206-SSC scatter plots. Reconstitution dynamics for CD86^+^, CD163+, CD206 + cells. IS–intact spleen, SO–sham-operated animals, EXP–animals with liver resection, the data are presented as means ± standard deviations, *p < 0.05 compared with corresponding sham-operated animals, #*p* < 0.05 compared with intact spleen.

### Splenic lymphocyte population dynamics

Among various lymphocyte subpopulations assessed by flow cytometry (CD3^+^, CD19^+^, CD3^+^CD4^+^, CD3^+^CD8^+^, total T reg and NKT cells) the only one affected by the intervention were CD3^+^CD8^+^ cytotoxic lymphocytes: their counts were significantly reduced on day 7 (Figure 4, Supplementary Figure S4). Total Treg (CD4+Foxp3+) cell counts were significantly increased in hepatectomized animals 24 h and 72 h post-resection compared with the controls; the differences in Treg counts levelled off by day 7 (Figure 4; Supplementary Figure S5).

**FIGURE 4:**
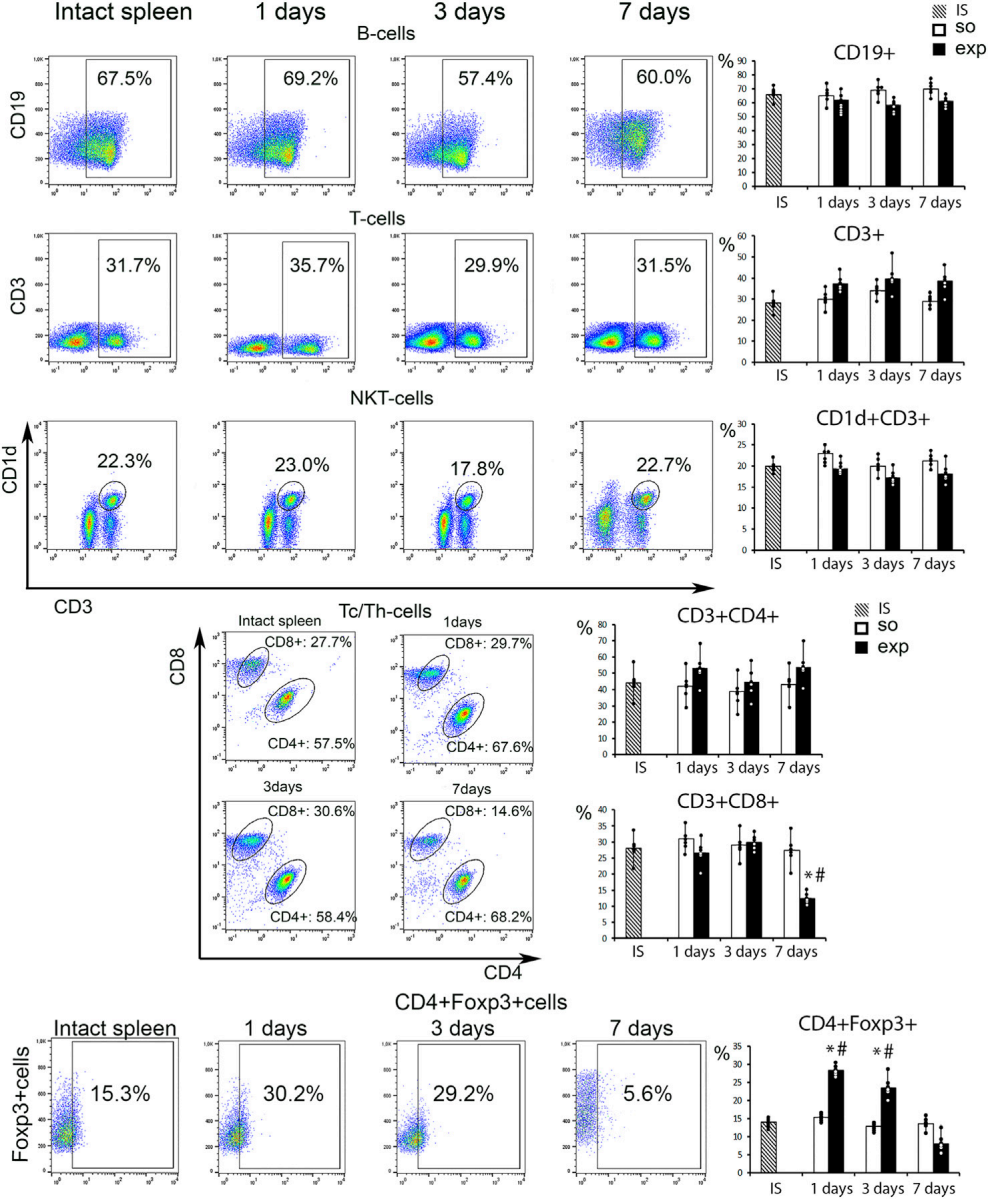
Analysis of the spleen lymphocyte population after liver resection. Representative CD19^−^, CD3^−^, CD1d vs. CD3-, CD8 vs. CD4-scatter plots. Reconstitution dynamics for CD19^+^, CD3^+^,CD1d+CD3^+^, CD3^+^CD4^+^, CD3^+^CD8+cells. IS–intact spleen, SO–sham-operated animals, EXP–animals with liver resection, the data are presented as means ± standard deviations, *p < 0.05 compared with corresponding sham-operated animals, #*p* < 0.05 compared with intact spleen.

### Transcriptomic profiles

The hepatectomy and subsequent recovery are accompanied by significant transcriptomic changes in the spleen. 

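Spleen RNA from 6 intact mice and from 3 mice on each of days 1, 3 and 7 after liver resection was measured on 15 Clariom S arrays. The intact spleens fell into sets that follow their replicate numbers, with 186 features different between spleens 1 to 3 and spleens 4 to 6, 99 of them higher in spleens 4 to 6 (limma, adjusted p under 0.05). Apobec3, which encodes a cytidine deaminase that restricts retroviruses, had a log2 level of 4.41 ± 0.17 (SD, n = 3) in intact spleens 1 to 3 and 10.05 ± 0.09 (SD, n = 3) in spleens 4 to 6, with an adjusted p of 4.9e-06 from limma. Its mean was 4.55 on day 1 and 4.22 on day 7, but 10.26 on day 3. Pnp, a gene of purine salvage, was higher in intact spleens 4 to 6 by 3.59 on the log2 scale, while Dok2, an adaptor of tyrosine kinase signaling in blood cells, and Glo1, a glyoxalase, differed by -3.02 and -2.07. Of the 186 features, 179 had means on days 1 and 7 nearer to intact spleens 1 to 3, and 155 had a day 3 mean nearer to spleens 4 to 6. Transcripts of pancreatic acinar cells also varied among the arrays: the mean log2 level of 27 such genes, among them the amylase gene Amy2a5, was 13.4 and 11.2 in intact spleens 1 and 2 and from 3.69 to 5.61 in the other intact spleens. It was 3.58 to 7.10 after resection. Values against each set of intact spleens are given for part of the genes and lists. The deposited values are log2 expression levels, which the authors summarised and normalized across the arrays by RMA. Array medians ran from 4.74 to 4.89, and Pearson's r between arrays, taken across features, from 0.944 to 0.987. Of 28846 features, 6640 array controls were left out and 22206 were tested, and 19572 of those carry 1 gene symbol. The number of arrays limits the precision. The scale has an upper end, which 45 features reached on at least 1 array. Each day was compared with all 6 intact spleens in 1 limma fit over the 4 groups, and a feature was called changed at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were tested with camera at a preset correlation of 0.01 between genes. With an estimated correlation none of the 50 lists had an adjusted p under 0.05 on any day, and the lowest was 0.110.

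**Figure D1:**
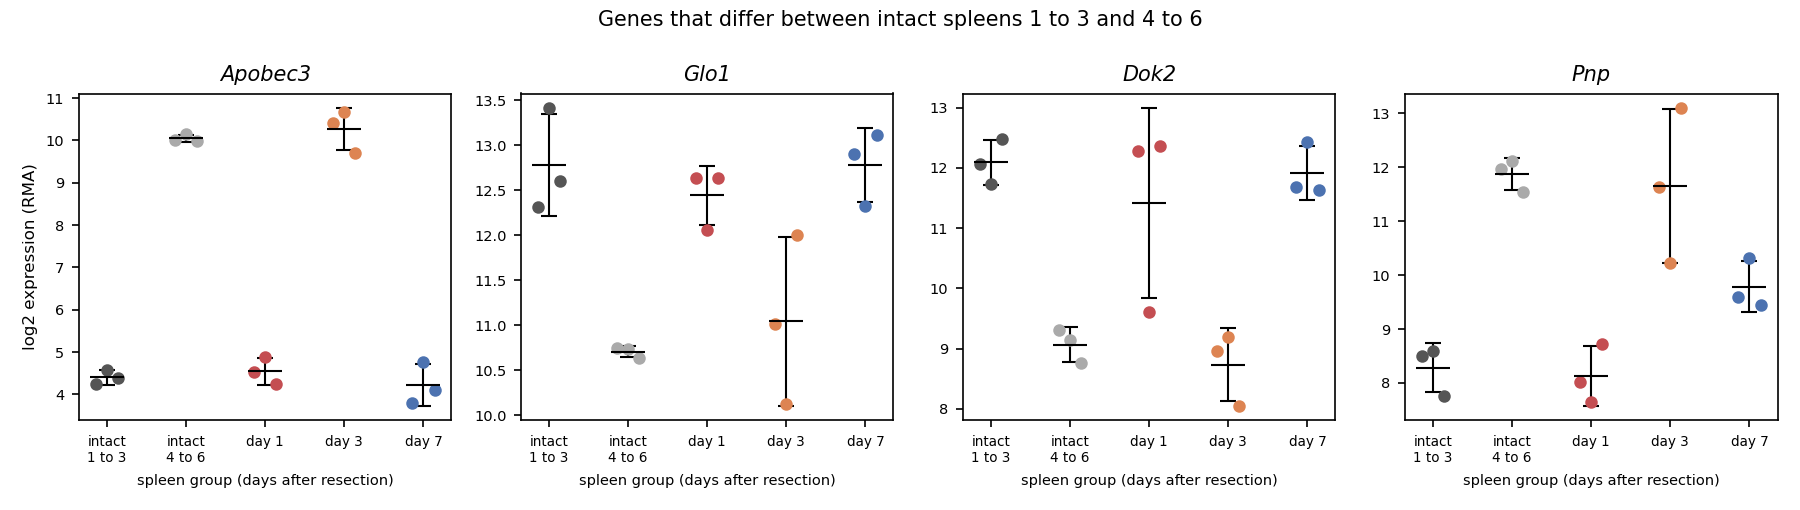
Log2 expression (RMA) of Apobec3, Glo1, Dok2 and Pnp on each array, with intact spleens 1 to 3, intact spleens 4 to 6 and days 1, 3 and 7 after liver resection along the horizontal axis (n = 3 each); points are arrays, bars the means and error bars the SD. The day 3 mean of Apobec3 (10.26) lies near that of intact spleens 4 to 6 (10.05), and the means of days 1 and 7 lie near that of intact spleens 1 to 3 (4.41).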

Numbers of differentially expressed genes (vs. controls) identified by the Clariom™ high-throughput transcriptomic assay were 1,301 on day 1; 445 on day 3; and 2,193 on day 7 (Figure 5A; Supplementary Table S3).

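Day 7 had the most changed features, with 153 higher and 54 lower than in intact spleen at an adjusted p under 0.05 from limma. The granule protease genes Elane and Prtn3, which granulocyte precursors express, rose on day 7 by 3.75 ± 0.74 and 4.32 ± 0.87 on the log2 scale (SE, n = 3 against 6, adjusted p = 0.043 for each). Ms4a3, a gene of granulocyte and monocyte progenitors, rose by 4.61 ± 1.00 (SE, adjusted p = 0.046). Mthfd2, a mitochondrial enzyme of folate metabolism, and Prom1, a stem cell marker, each rose by 2.68, and Gca, Ms4a6d, Adgrg3, Gm20852 and Btbd35f9 rose by 2.58 to 2.85. Grap2 and Themis, which encode signaling proteins downstream of the T cell receptor, fell by 2.68 ± 0.44 (SE, adjusted p = 0.030) and fell by 2.38 ± 0.52 (SE, adjusted p = 0.046), respectively. Ets1, a lymphocyte transcription factor, fell by 2.30, and Ms4a4b, Ablim1, Inpp4b, Dgka, Btla and Prkch had log2 differences from -2.45 to -2.10, all past the test. Against intact spleens 1 to 3 and 4 to 6, Ms4a6d differed by 1.68 and 3.55 on day 7, and Btla by -1.34 and -2.99. On day 3, 5 features were higher and 1 was lower. Besides Prg4, the features that rose were Upk1b, a uroplakin, Prr15, the inorganic pyrophosphatase gene Ppa1 and C1qbp, which encodes a mitochondrial protein, by 1.48 to 1.87. The metallothionein gene Mt4 fell by 1.36 ± 0.22 (SE, adjusted p = 0.048). Low signal limits the differences of Prg4, Upk1b, Prr15, Mt4 and Adgrg3, since the mean of the lower group lies below the median of every array. On day 1, 0 features passed the test with limma, where the smallest adjusted p was 0.172. The lowest adjusted p values on day 1 included those of the metallothionein gene Mt1, with a log2 difference of 4.28 ± 0.87 (SE), of Errfi1, a feedback inhibitor of EGF receptor signaling, with 3.83 ± 0.76, and of Ddit4, a stress-induced inhibitor of mTORC1, with 1.93 ± 0.38. At an unadjusted p under 0.05 there were 2093, 2372 and 3486 features on days 1, 3 and 7, where 1110.3 are expected by chance. Against intact spleens 1 to 3 alone, limma called 0, 145 and 0 features on days 1, 3 and 7 (422, 1113 and 741 at a fold of at least 2 and an unadjusted p under 0.05), and against spleens 4 to 6 alone 209, 1 and 956. Single arrays also decided the counts, with 4 features on day 1 without its replicate 1. Day 3 had 1 without its replicate 2 or without any of the 6 intact spleens, and 200 without its replicate 3. Day 7 had 0, 2 and 362 without its replicates 1, 2 and 3, and 428, 20, 2, 1 and 2 without intact spleens 1, 3, 4, 5 and 6. With the mean of the acinar genes as a covariate, a setting chosen after seeing the data, the counts were 1 on day 3 and 558 on day 7.

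**Figure D2:**
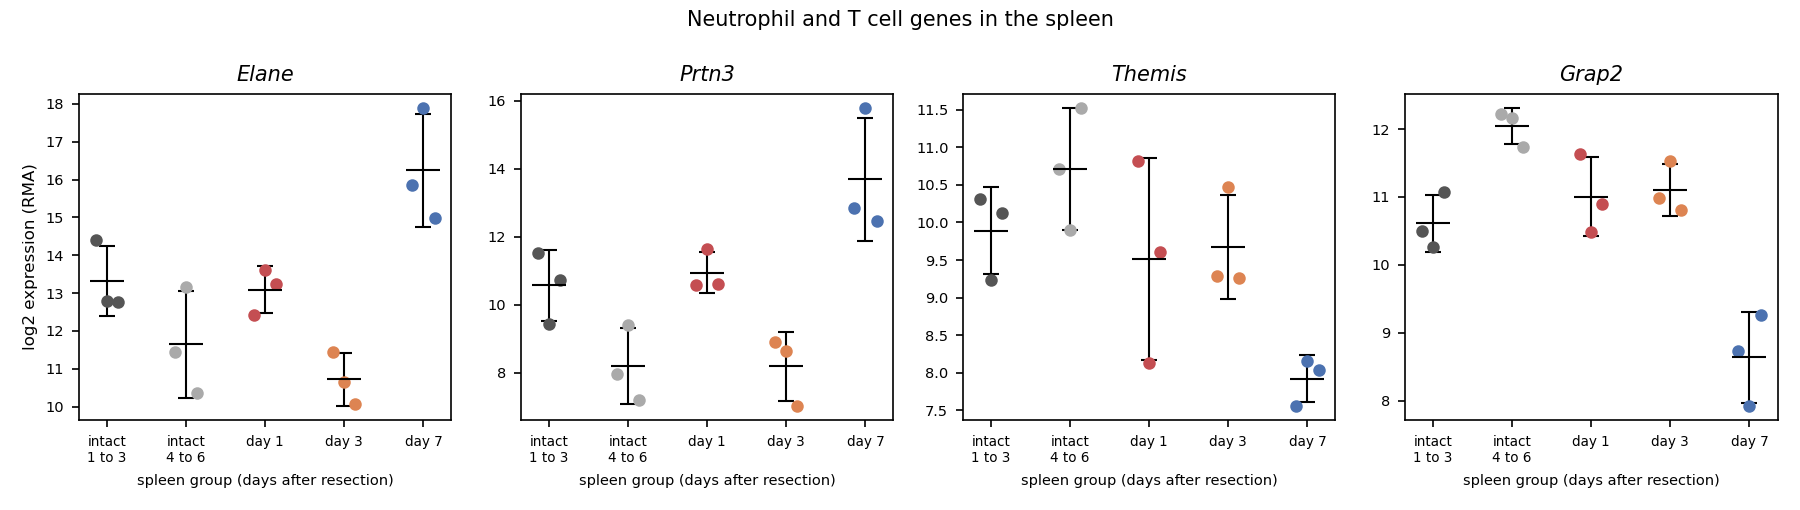
Log2 expression (RMA) of Elane, Prtn3, Themis and Grap2 on each array, with intact spleens 1 to 3, intact spleens 4 to 6 and days 1, 3 and 7 after liver resection along the horizontal axis (n = 3 each); points are arrays, bars the means and error bars the SD. The mean of Elane on day 7 is 16.24 against 12.49 over all 6 intact spleens, and that of Grap2 is 8.64 against 11.32.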

**FIGURE 5:**
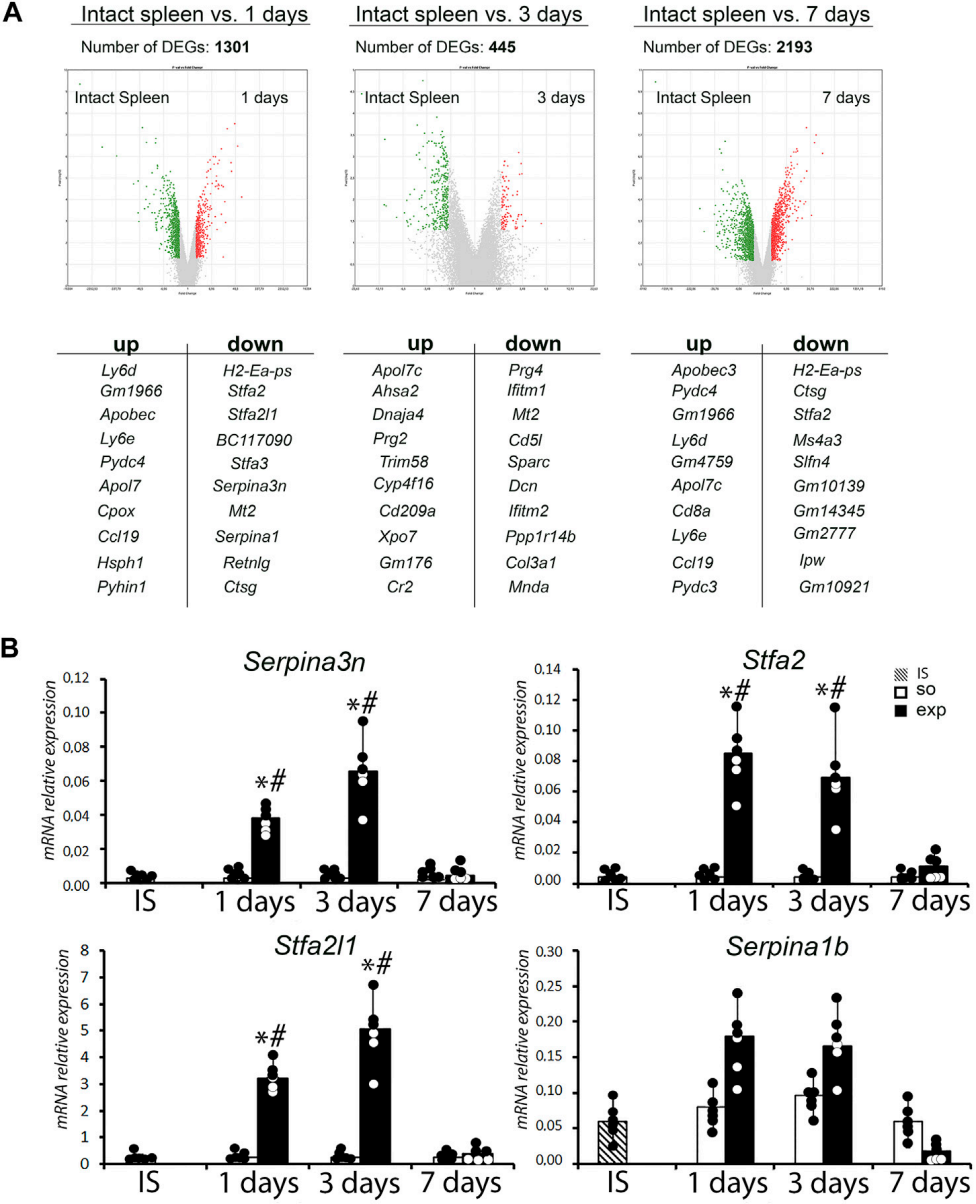
Analysis of the transcriptome of the spleen after liver resection. **(A)** Volcano plots provide a comparative overview of gene expression in intact spleen vs. 1, 3 and 7 days after liver resection with corresponding list of top 10 up-and downregulated genes. **(B)** Analysis of expression levels of a *Serpina3n*, *Stfa2*, *Stfa2l1* and *Serpina1b* genes in spleen after liver resection. IS–intact spleen, SO–sham-operated animals, EXP–animals with liver resection, the data are presented as means ± standard deviations, *p < 0.05 compared with corresponding sham-operated animals, #*p* < 0.05 compared with intact spleen.

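On day 1, the cell cycle genes Ccne1, Ccna2, Mcm2, Ccnb2, Rbl1, Cdc6, Ccne2 and Plk1 were lower than in intact spleen as a group, with a median log2 difference of -1.04. The differences ran from -0.41 for Ccnb2, a mitotic cyclin, to -1.76 ± 0.81 (SE, n = 3 against 6, adjusted p = 0.508 from limma) for Ccne2, a cyclin of the G1/S transition, whose level was below every intact array on every day 1 array. The group passed camera with an adjusted p of 9.1e-04 (adjusted p = 0.483 with an estimated correlation), while 0 of the 8 genes passed limma, over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. Since the study chose these genes on the same samples, neither their count nor their camera result is independent evidence. Against intact spleens 4 to 6 alone the adjusted p of the group was 0.140, and against spleens 1 to 3 alone 4.9e-05. A wider list of 54 measured genes of the G1/S transition and DNA replication gave a median of -0.60, with 45 lower and 9 higher and an adjusted p of 2.1e-07 from camera (adjusted p = 0.493 with an estimated correlation). Its members Pola1, a DNA polymerase subunit, and Chaf1a, a histone chaperone, differed by -1.17 and -0.85. Over all genes or adjusted over the list alone, 0 of its genes passed limma, with 6 lower and 1 higher at an unadjusted p under 0.05. The complement and coagulation genes C1qa, C1qb, C6, Serping1 and Tfpi were 1.27 to 2.50 higher on the log2 scale, and C3 was not analysed here. Tfpi, an inhibitor of tissue factor, had a difference of 1.75 ± 0.49 (SE, adjusted p = 0.266). All 5 passed when adjusted over the list alone and 0 over all genes, and the group had an adjusted p of 4.5e-06 from camera (adjusted p = 0.262 with an estimated correlation). Among 54 measured genes of complement and coagulation listed without regard to these samples, the median was 0.20 and the adjusted p 0.043 from camera (adjusted p = 0.448 with an estimated correlation). The adjusted p was 0.114 against intact spleens 1 to 3 alone and 0.051 against spleens 4 to 6 alone. Over all genes or adjusted over the list alone 0 passed limma, with 9 at an unadjusted p under 0.05. For the chemokine pathway, Ccl9, Ccl6, Ccl21a, Ccl21c, Cxcl12, Nfkbia, Pik3cg and Prkacb had a median difference of 1.66. The chemokine gene Ccl9 had the largest difference, 2.59 ± 0.58 (SE, adjusted p = 0.243). All 8 passed when adjusted over the list alone and 0 over all genes, and camera gave an adjusted p of 1.0e-08 (adjusted p = 0.165 with an estimated correlation). The counts and camera results of these lists of the study are not independent evidence either. Over 56 measured chemokine and receptor genes the median was -0.07, the mean 0.09 and the adjusted p 0.806. Adjusted over the list alone 3 of them, such as Ccl9, were higher and 2, such as Ccl19 at -2.63, were lower. Of 43 measured genes of B cell receptor signaling, 22 were higher and 21 lower, with an adjusted p of 0.567 from camera. Their adjusted p was 0.019 against intact spleens 1 to 3 alone, with a median of 0.22, and 0.357 against spleens 4 to 6 alone.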

The enrichment analysis revealed decreased expression of cell cycle/G1-S transition-related genes (*Ccne1*, *Ccna2*, *Mcm2*, *Ccnb2*, *Rbl1*, *Cdc6*, *Ccne2*, *Plk1*) along with activation of signaling pathways related to the complement system and coagulation hemostasis (*C1qa*, *Serping1*, *Tfpi*, *C3*, *Cfh*, *C6*, *C1qb*), chemokine pathways (*Ccl9*, *Prkacb*, *Itk*, *Ccl21c*, *Cxcl12*, *Ccl6*, *Nfkbia*, *Ccl21a*, *Pik3cg*) and B cell receptor-mediated signaling (Supplementary Table S3). Apart from the acute reaction to surgical trauma combined to liver failure, the dynamics corresponds to activation of B cell lymphopoiesis, T cell migration and macrophage polarization. 

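Markers of red pulp macrophages were higher on day 1 than in intact spleen, while markers of B cells were lower and those of T cells moved in no common direction. Of 20 measured red pulp macrophage genes, 16 were higher, with a median log2 difference of 1.18 and an adjusted p of 2.1e-07 from camera (adjusted p = 0.448 with an estimated correlation). Of these, 11 passed when adjusted over the list alone and 0 over all genes. Vcam1, an adhesion molecule of these macrophages, differed by 2.24 ± 0.61 (SE, n = 3 against 6, adjusted p = 0.259 from limma), and the lectin gene Clec4n by 1.95. Of 22 measured B cell genes, 19 were lower, with a median of -0.57 and an adjusted p of 3.3e-04 (adjusted p = 0.525 with an estimated correlation). Over all genes or adjusted over the list alone 0 passed limma, with 3 at an unadjusted p under 0.05. Ly6d, a surface protein of the B lineage, differed by -3.14 ± 1.21 (SE, adjusted p = 0.418) and Fcer2a, the low-affinity IgE receptor, by -0.99. The B cell list had an adjusted p of 0.619 against intact spleens 1 to 3 alone, with a median of -0.07, and of 0.334 without day 1 replicate 2. Ly6d differed by -0.85 from intact spleens 1 to 3 and by -5.42 from spleens 4 to 6. Lists for marginal zone B cells, germinal centre B cells and plasma cells had adjusted p values of 0.639, 0.308 and 0.527. The 16 measured T cell genes had a median of -0.06 and a mean of 0.14, with an adjusted p of 0.504, and against intact spleens 1 to 3 alone they were higher by a median of 0.46 with an adjusted p of 0.0015. Il7r, the interleukin 7 receptor of lymphocytes, was the T cell gene with the smallest adjusted p, with a difference of 1.89 ± 0.37 (SE, adjusted p = 0.172). Genes of the early response to LPS and NF-kB had a median of 0.21 and an adjusted p of 0.027 (adjusted p = 0.493 with an estimated correlation, and 0.254 against intact spleens 4 to 6 alone), with Cd14, the LPS co-receptor, at 3.09 ± 0.80 (SE, adjusted p = 0.244). Monocyte genes had an adjusted p of 0.420. The paper proceeds from the differentially expressed genes to the pathways over-represented among them by Fisher's exact test. From those pathways it states that the dynamics, beyond an acute reaction to the surgery and to liver failure, correspond to the activation of B cell lymphopoiesis, the migration of T cells and the polarization of macrophages.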

The highest fold changes in expression levels observed for protease inhibitor-encoding genes *Serpina3n* (56-fold ↑, compared to the intact spleen), *Stfa2* (1,019-fold ↑) and *Stfa2l1* (315-fold ↑) on day 1 plausibly reflect the immunological stress at systemic level (Figure 5A; Supplementary Table S3).

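Serpina3n, which encodes a secreted inhibitor of serine proteases of the acute phase, was 75.0-fold higher on day 1 than in intact spleen. Its log2 level was 13.13 ± 2.65 (SD, n = 3) on day 1 and 6.90 ± 0.36 (SD, n = 6) in intact spleen, a difference of 6.23 ± 1.01 (SE, adjusted p = 0.172 from limma), with every day 1 array above every intact array. Stfa2 and Stfa2l1 encode stefins, inhibitors of cysteine cathepsins that neutrophils express, and their levels were 155.9-fold and 97.7-fold higher. For Stfa2 the log2 level was 13.74 ± 1.65 (SD, n = 3) on day 1 and 6.45 ± 3.23 (SD, n = 6) in intact spleen (difference 7.28 ± 2.16, SE, adjusted p = 0.287). For Stfa2l1 it was 13.93 ± 1.74 and 7.32 ± 2.56 (difference 6.61 ± 1.94, SE, adjusted p = 0.284). The intact spleens differed by set: Stfa2 had a log2 level of 9.21 in spleens 1 to 3 and 3.70 in spleens 4 to 6, and Stfa2l1 of 9.46 and 5.17. Against spleens 1 to 3 alone the folds of Stfa2 and Stfa2l1 were 23.1 and 22.1, and against spleens 4 to 6 alone 1053.1 (adjusted p = 0.057) and 432.04 (adjusted p = 0.083). The level of Stfa2 in spleens 4 to 6 lies below the median of every array, where low signal limits a fold. Serpina3n was 82.9-fold higher than in intact spleens 4 to 6, past the test with an adjusted p of 0.045. Without day 1 replicate 1 the fold of Serpina3n was 167.8 with an adjusted p of 0.035, and without replicate 2 it was 27.6. Over 25 measured stefin and serpin genes, 21 were higher, with a median log2 difference of 1.14 and an adjusted p of 5.0e-07 from camera (adjusted p = 0.262 with an estimated correlation). Among them, 8 passed when adjusted over the list alone and 0 over all genes. Mature neutrophil genes, several of them stefins, were higher in 19 of 19 cases, with a median of 1.13 and an adjusted p of 1.9e-06 (adjusted p = 0.483 with an estimated correlation). Retnlg, a resistin-like protein of neutrophils, differed by 3.68 and Stfa3 by 3.00, and 3 of the list passed when adjusted over the list alone. Of 26 measured acute phase and STAT3 target genes, 2 passed when adjusted over the list alone and 0 over all genes, with a median of 0.38 and an adjusted p of 5.3e-04 (adjusted p = 0.483 with an estimated correlation).

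**Figure D3:**
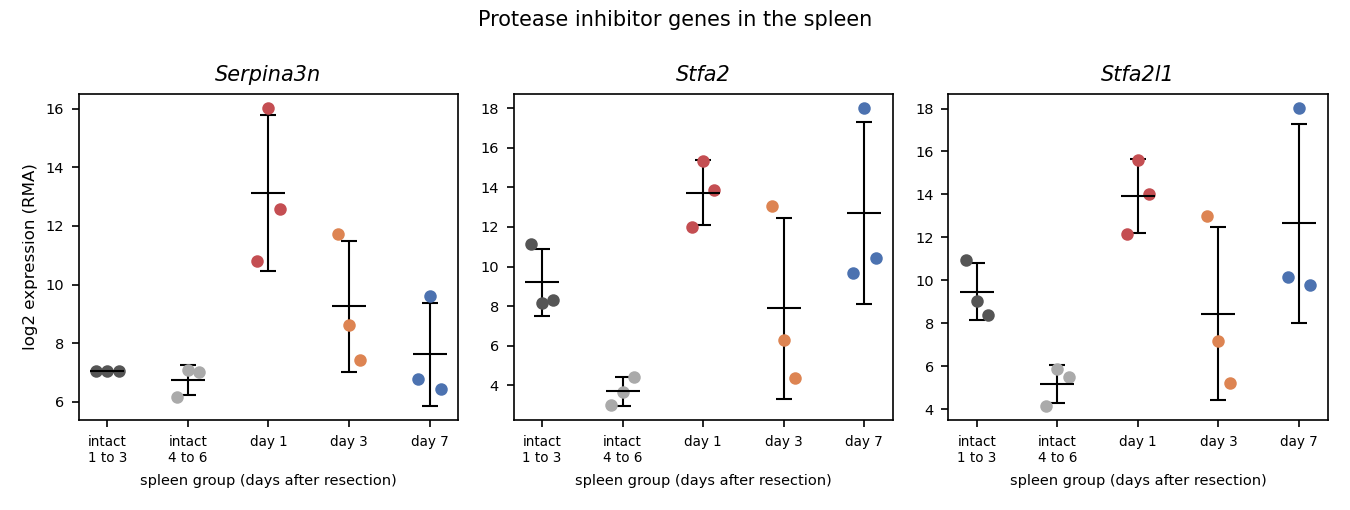
Log2 expression (RMA) of Serpina3n, Stfa2 and Stfa2l1 on each array, with intact spleens 1 to 3, intact spleens 4 to 6 and days 1, 3 and 7 after liver resection along the horizontal axis (n = 3 each); points are arrays, bars the means and error bars the SD. The means of Stfa2 are 9.21 and 3.70 in the sets of intact spleens and 13.74 on day 1.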

Transcriptomic profiles of the spleen on day 3 (72 h post-intervention) reflect delayed reactions to the trauma, as well as a compensatory anti-inflammatory trend. 

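On day 3, genes of the extracellular matrix and interferon-stimulated genes were higher than in intact spleen as groups, and genes of erythroid cells and megakaryocytes were lower. Of 32 measured genes of collagens and extracellular matrix, 28 were higher, with a median log2 difference of 0.62 and an adjusted p of 1.3e-08 from camera (adjusted p = 0.125 with an estimated correlation), and 8 passed when adjusted over the list alone. Mmp14, a membrane metalloproteinase, differed by 1.51 ± 0.29 (SE, n = 3 against 6, adjusted p = 0.058 from limma), and the collagen genes Col3a1 and Col1a1 by 1.61 and 1.29. Without day 3 replicate 3, Mmp14, Col3a1 and Col1a1 passed limma over all genes, with adjusted p values of 0.040, 0.0038 and 0.041. In the array left out, Col3a1 was at 6.98, near the highest intact level of 6.95, against 9.08 and 9.09 in replicates 1 and 2. Mmp14 and Col1a1 were above every intact array in it. Of 37 measured interferon-stimulated genes, 33 were higher, with a median of 0.45 and an adjusted p of 4.7e-08 (adjusted p = 0.279 with an estimated correlation). Adjusted over the list alone 5 passed, among them Ifit3, an antiviral effector, at 1.58 ± 0.29 (SE, adjusted p = 0.056). Interferon-inducible genes such as Ifi213 and Ifi209 were higher in intact spleens 4 to 6 than in spleens 1 to 3, by 4.62 and 3.26. As day 3 lies near spleens 4 to 6, part of the difference of the list may come from the sets. Ifit3 was above every intact array on every day 3 array. Of 34 measured erythroid genes, 33 were lower, with a median of -1.46 and an adjusted p of 2.5e-11 (adjusted p = 0.677 with an estimated correlation). Adjusted over the list alone 1 passed, and the list had an adjusted p of 0.091 without day 3 replicate 2. Xpo7, a nuclear export receptor of maturing erythroblasts, differed by -2.98 ± 0.67 (SE, adjusted p = 0.114, and 0.034 without day 3 replicate 3) and Tmcc2 by -2.45. The 17 measured genes of megakaryocytes and platelets had a median of -1.02 and an adjusted p of 7.7e-06 (adjusted p = 0.677 with an estimated correlation), with the integrin gene Itga2b at -1.42. Smooth muscle genes had a median of 0.59 and an adjusted p of 8.7e-04 (adjusted p = 0.491 with an estimated correlation), and heat shock genes of -0.57 and 0.040 (adjusted p = 0.831 with an estimated correlation, and 0.197 against intact spleens 1 to 3 alone). Acute phase and STAT3 targets did not pass camera (adjusted p = 0.102), with Saa3, a serum amyloid, at 2.62 ± 1.34 (SE, adjusted p = 0.516). Nor did genes of the early response to LPS and NF-kB (adjusted p = 0.853), with Tnf at -0.54. Mature neutrophil genes had a median of 0.89 and an adjusted p of 0.070, which was 9.0e-04 against intact spleens 4 to 6 alone, 0.0021 without intact spleen 1, 0.028 without day 3 replicate 2 and 6.9e-06 without day 3 replicate 3. Over all genes limma called 0 members of these lists on day 3, against 11 extracellular matrix genes and 11 interferon-stimulated genes higher and 13 erythroid genes lower at an unadjusted p under 0.05.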

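Prg4, which encodes lubricin, a secreted mucin-like proteoglycan, had the largest rise on day 3 among the features past the test. Its log2 level was 4.48 ± 0.43 (SD, n = 6) in intact spleen and 8.66 ± 1.11 (SD, n = 3) on day 3, a difference of 4.18 ± 0.43 (SE, adjusted p = 0.0013 from limma), and it stayed past the test against either set of intact spleens. The intact mean of Prg4 lies below the median of every array, as do those of Upk1b and Msln, where low signal limits a difference. Cd5l, a macrophage protein that inhibits apoptosis, had a level of 10.29 ± 2.03 (SD, n = 3) on day 3 against 7.33 ± 0.29 (SD, n = 6), with every day 3 array above every intact array and a difference of 2.95 ± 0.61 (SE, adjusted p = 0.083). Ifitm1, an interferon-induced membrane protein that neutrophils also express, differed by 2.71 ± 0.82 (SE, adjusted p = 0.245), and the metallothionein gene Mt2 by 2.48 ± 1.00 (SE, adjusted p = 0.401). Sparc, a matricellular protein that binds collagen, differed by 1.96 ± 0.65 (SE, adjusted p = 0.287), from 12.22 ± 1.05 (SD, n = 6) to 14.17 ± 1.73 (SD, n = 3). For Cd5l, Ifitm1, Mt2 and Sparc the difference did not pass the test at the spread seen between arrays. Without day 3 replicate 3, Cd5l, Ifitm1 and Sparc passed it, with adjusted p values of 0.0029, 0.020 and 0.034. This fit leaves replicates 1 and 2 and drops the day 3 array nearest to intact spleen for these genes. Replicate 3 lay within the intact range for Sparc (12.18) and Ifitm1 (8.87), and above it for Cd5l (8.21). Prg4 and Upk1b belong to a list of 12 measured genes of mesothelium, the outer layer of the spleen, and these 2 passed over all genes and 4 when adjusted over the list alone. Gpm6a and the mesothelin gene Msln, of the same list, differed by 2.07 ± 0.37 (SE, adjusted p = 0.056) and 1.27 ± 0.35 (SE, adjusted p = 0.191). Gpm6a passed without day 3 replicate 3 (adjusted p = 0.026), while Upk1b lost its call without any 1 of the intact spleens and without day 3 replicate 1 or 2 (adjusted p = 0.164 and 0.151). The list had a median log2 difference of 0.44 and an adjusted p of 3.0e-05 from camera (adjusted p = 0.137 with an estimated correlation).

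**Figure D4:**
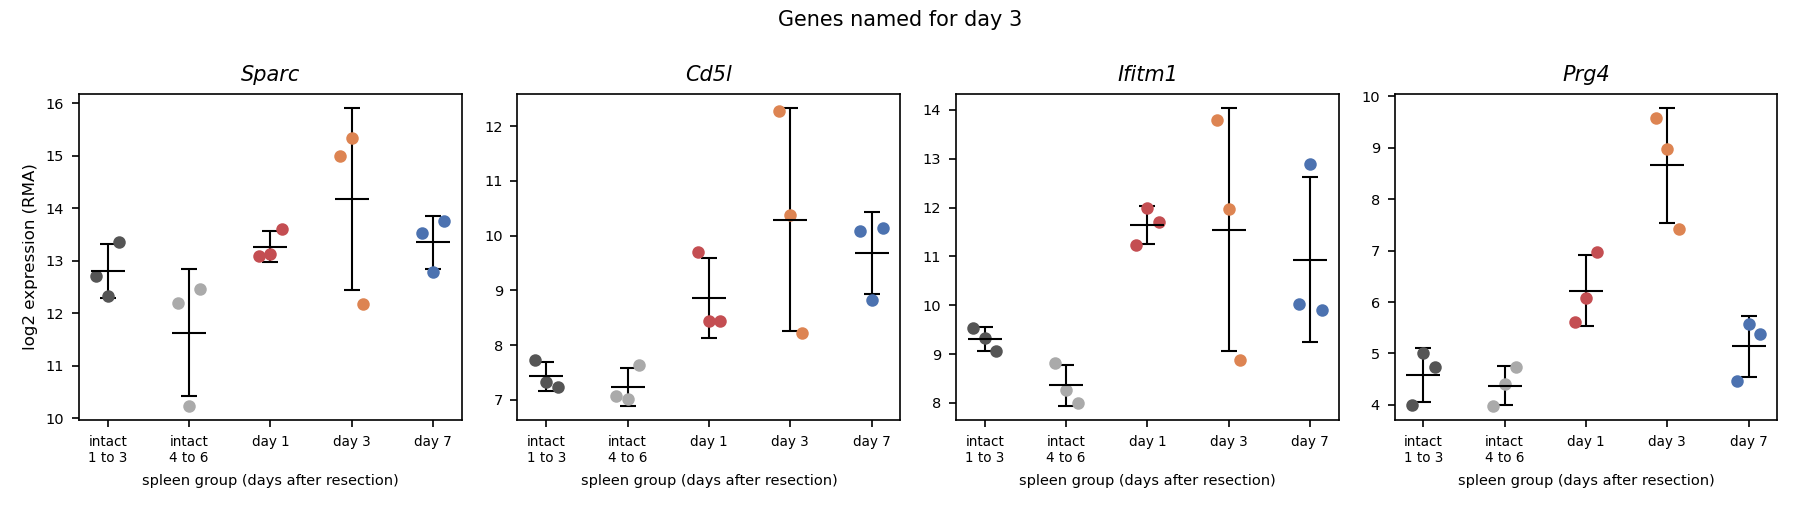
Log2 expression (RMA) of Sparc, Cd5l, Ifitm1 and Prg4 on each array, with intact spleens 1 to 3, intact spleens 4 to 6 and days 1, 3 and 7 after liver resection along the horizontal axis (n = 3 each); points are arrays, bars the means and error bars the SD. The mean of Prg4 is 8.66 on day 3, against 4.58 and 4.37 in the sets of intact spleens.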

Most prominently upregulated were *Sparc*, *Cd5l*, *Mt2*, *Ifitm1* and *Prg4*. The highest number of downregulated genes belonged to mRNA processing pathways.

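Genes of mRNA processing and splicing were higher on day 3 than in intact spleen as a group, as were those of ribosomal proteins, the electron transport chain and the proteasome. Of 97 measured genes of mRNA processing and splicing, 82 were higher and 15 lower, with a median log2 difference of 0.33 and an adjusted p of 1.1e-08 from camera (adjusted p = 0.253 with an estimated correlation). Of these, 3 passed when adjusted over the list alone and 0 over all genes, where limma gave 23 higher and 1 lower at an unadjusted p under 0.05. Lsm4, a subunit of the Sm-like ring on U6 RNA, differed by 1.30 ± 0.24 (SE, n = 3 against 6, adjusted p = 0.056 from limma), and Sf3b5 and Sf3a1, subunits of splicing factor 3, by 1.06 ± 0.25 and 0.64 ± 0.21. Hnrnpd, which binds AU-rich elements, differed by 1.02. Of 54 measured genes of cytoplasmic ribosomal proteins, 53 were higher, with a median of 0.68 and an adjusted p of 7.0e-23, and Rps26, Rpl32 and Rplp0 differed by 1.38, 1.23 and 1.59. Of 74 measured genes of the electron transport chain, 69 were higher, with a median of 0.60 and an adjusted p of 1.4e-20, and the complex I gene Ndufc2 differed by 1.62 ± 0.26 (SE, adjusted p = 0.051). Of 35 measured proteasome genes, 34 were higher, with a median of 0.52 and an adjusted p of 1.9e-14, and the core subunit genes Psmb2 and Psma7 each differed by 1.27. For each of these 3 lists the adjusted p was 0.110 with an estimated correlation. Adjusted over the list alone, 26 ribosomal, 26 electron transport and 13 proteasome genes passed, and 0 did over all genes. Without day 3 replicate 3, Rps26, Rpl32, Rplp0, Ndufc2 and Psmb2 passed limma, with adjusted p values of 0.038, 0.034, 0.040, 0.040 and 0.030, and Ndufc2 did without day 3 replicate 1 (adjusted p = 0.039). The medians kept their sign against intact spleens 1 to 3 and against spleens 4 to 6, at 0.25 and 0.40 for mRNA processing.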

On day 7, virtually all upregulated genes returned to baseline expression levels, some of them going negative (*Serpina1a*, *Stfa2*, *Ctsg*). 

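Of the genes with high levels on day 1, Errfi1 and Ddit4 had day 7 levels near those of intact spleen, while Mt2 lay between. Errfi1 went from a log2 level of 10.23 ± 2.21 (SD, n = 3) on day 1 to 6.07 ± 1.24 (SD, n = 3) on day 7, against 6.40 ± 0.45 (SD, n = 6) in intact spleen, and Ddit4 from 8.14 to 5.90, against 6.21. Neither difference between the days passed limma (adjusted p = 0.075 for Errfi1 and 0.060 for Ddit4). Mt2, a metallothionein gene, was at 12.15 ± 0.82 (SD, n = 3) on day 7 after 14.94 ± 3.20 (SD, n = 3) on day 1, against 9.51 ± 1.00 (SD, n = 6) in intact spleen, with a day 7 difference of 2.65 ± 1.00 (SE, adjusted p = 0.203). Ctsg, which encodes the granule protease cathepsin G, had a day 7 level of 14.48 ± 2.11 (SD, n = 3) against 9.21 ± 2.52 (SD, n = 6), with every day 7 array above every intact array and a difference of 5.27 ± 1.23 (SE, adjusted p = 0.058). Against intact spleens 4 to 6 alone it was higher by 7.23 (adjusted p = 0.0031), and against spleens 1 to 3 alone the difference was 3.31 (adjusted p = 0.378). Without intact spleen 1, Ctsg passed the test with an adjusted p of 0.034. Serpina1a, an alpha-1 antitrypsin gene, differed by 1.74 ± 1.09 on day 7 (SE, adjusted p = 0.473), by -0.59 from intact spleens 1 to 3 and by 4.08 from spleens 4 to 6 (adjusted p = 4.9e-04). Since limma called 0 features higher on day 1 against all intact spleens, no return of called features can be counted. At a fold of at least 2 and an unadjusted p under 0.05, a criterion chosen for this count after seeing the data, 431 features were higher on day 1. At the same criterion, 190 of them were lower on day 7 than on day 1, 86 were still higher than in intact spleen and 15 were below it. By their means alone, 379 (87.9%) were lower on day 7 than on day 1, against 94.1% in 50 simulations of unchanged groups, and 132 were below intact spleen. At an unadjusted p under 0.05 with no minimum fold, 49.2% were lower on day 7 than on day 1, against 33.1% in the simulations. The simulated groups held no sets of intact spleens. The median log2 difference of the 431 features from intact spleen was 1.31 on day 1 and 0.41 on day 7.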

The highest enrichments were observed for B and T cell receptor signaling pathways. 

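Genes of T and B cell receptor signaling were lower on day 7 than in intact spleen, together with other genes of T and B cells, and genes of neutrophils and their precursors were higher. Of 47 measured genes of T cell receptor signaling, 43 were lower, with a median log2 difference of -1.04 and an adjusted p of 1.0e-18 from camera (adjusted p = 0.263 with an estimated correlation). Of these, 5 fell over all genes and 32 when adjusted over the list alone. Prkcq, a protein kinase C of the T cell synapse, fell by 2.06 ± 0.44 (SE, n = 3 against 6, adjusted p = 0.046 from limma), and the adaptor gene Sit1 fell by 1.08. The median was -0.70 against intact spleens 1 to 3 and -1.37 against spleens 4 to 6. Of 43 measured genes of B cell receptor signaling, 35 were lower, with a median of -0.63 and an adjusted p of 3.9e-07 (adjusted p = 0.362 with an estimated correlation). Over all genes 1 fell, and 9 did when adjusted over the list alone. This gene was Blk, a Src family kinase of B cells, which fell by 1.57 ± 0.29 (SE, adjusted p = 0.039). The receptor subunit genes Cd79a and Cd79b differed by -2.10 ± 0.50 (SE, adjusted p = 0.063) and -2.16 ± 0.62 (SE, adjusted p = 0.095). All 16 measured T cell genes and all 22 measured B cell genes were lower, with medians of -1.66 and -1.53 and adjusted p values of 2.5e-13 and 2.1e-13 (adjusted p = 0.263 for each with an estimated correlation). Over all genes 2 T cell genes and 1 B cell gene fell, and 16 and 14 when adjusted over the list alone. Lef1, a transcription factor of naive T cells, fell by 1.86 (adjusted p = 0.046), and the B lineage factors Ebf1 and Pax5 differed by -2.21 (adjusted p = 0.055) and -2.46 (adjusted p = 0.070). All 20 measured genes of neutrophil precursors and all 19 of mature neutrophils were higher, with medians of 2.21 and 2.41 and adjusted p values of 4.5e-13 and 3.3e-12 (adjusted p = 0.263 for each with an estimated correlation). Over all genes 4 and 2 of them rose, and 13 and 15 when adjusted over the list alone. Prss57, another granule protease, rose by 2.26 (adjusted p = 0.030) from a mean below the median of every array, and Trem3 and Csf3r, the receptor of granulocyte colony-stimulating factor, rose by 2.54 (adjusted p = 0.043) and 1.95 (adjusted p = 0.046). Against intact spleens 1 to 3 alone, where limma called 0 features on day 7, the medians were -1.12 for T cells, -0.91 for B cells, 2.21 for neutrophil precursors and 2.04 for mature neutrophils, each with an adjusted p under 0.05 from camera. Without intact spleen 3, 4, 5 or 6 or day 7 replicate 1 or 2, none of Prkcq, Sit1, Blk, Lef1, Prss57, Trem3 and Csf3r passed, and the highest adjusted p values, without day 7 replicate 2, were 0.188, 0.192, 0.156, 0.186, 0.132, 0.192 and 0.214. Prkcq, Sit1, Lef1 and Csf3r did not pass without day 7 replicate 3, nor Csf3r without intact spleen 2. Cd79a, Ebf1 and Pax5 passed limma without intact spleen 1 (adjusted p = 0.041, 0.039 and 0.049) and Ebf1 without intact spleen 2 (adjusted p = 0.045). These fits give intact spleens 4 to 6 more weight, so the gained calls may come in part from the sets. Pax5 is among the 186 features that differ between the sets, at 8.67 in spleens 1 to 3, 10.37 in spleens 4 to 6 and 7.06 on day 7. Cd79a and Ebf1 were higher in each of spleens 4 to 6 than in any of spleens 1 to 3.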

Increased expression of *Ccnd1* in the spleen on day 7 apparently corresponded to the completion of liver regeneration with concomitant normalization of spleen functionalities.

Transcriptional analysis data were confirmed by real-time PCR. A statistically significant increase in the expression of the *Serpina3n*, *Stfa2*, and *Stfa2l1* genes was found in the spleen 1 and 3 days after liver resection (Figure 5B).

The data reported in this paper have been deposited into the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (GEO accession: GSE232531).

## Discussion

The modulatory effects of the immune system on liver regeneration are a major focus in biomedical research. The spleen, which is the largest site for antigen-dependent maturation of immune cells and coordination of immune responses in the body, is close to the liver both physically and functionally, and connected to it via the portal vein. Negative effects of the spleen on functional status of the liver were demonstrated in experimental models of hepatitis and liver cirrhosis, where splenectomy in the model animals alleviated the degree of fibrotic changes to the liver (Tarantino et al., 2013; Li et al., 2017). The effect was explained as follows. Hepatitis, the leading cause of liver fibrosis, is accompanied by pervasive cell death of hepatocytes. The products of decay enter systemic circulation and eventually reach the spleen where they stimulate pro-inflammatory ad pro-fibrotic cytokine and growth factor secretion (Akahoshi et al., 2002; Asanoma et al., 2014; Tang et al., 2016). Straightforward delivery of these factors to the liver via the portal vein closes the loop; splenectomy cancels the feedback altogether (Elchaninov et al., 2022).

Splenic influences in liver regeneration after 70% resection are less evident. Although removal of the spleen was reported to negatively affect the rates of liver repair after 70% resection (Babaeva and Zotikov, 1987), mechanisms of this effect have not been elucidated. Several assumptions made in this regard can be reduced to two main possibilities: 1) the spleen is a site for the synthesis of biologically active substances that enter the regenerating liver with the bloodstream and modulate repair processes and 2) the spleen can act as a source of immune cells (monocytes, lymphocytes, etc.) migrating to the liver and contributing to its regeneration on the spot.

Studies assuming model 1) were designed based on current knowledge of secretomic influences of immune cells on tissue repair, ultimately focusing on a selection of few biologically active secreted molecules as plausible candidates. One study showed induction of hepatocyte growth factor gene expression in the spleen (Kono et al., 1992; Yin et al., 2011). Another study showed that IL17a or IL6 secreted by the spleen activate hepatocyte proliferation in the liver (Furuya et al., 2013; Behnke et al., 2018). We used a more general approach to avoid assumptions and studied the spleen transcriptome in order to comprehensively cover a variety of factors that can be produced in the spleen and regulate liver regeneration. We observed hepatectomy-induced increases in expression of serine protease inhibitor-encoding genes *Serpina3n*, *Stfa2* and *Stfa2l1*which may favorably influence the repair processes in the liver.

The role of protease inhibitors in tissue repair is a recent focus in experimental studies. In paracetamol-induced hepatotoxic injury, increased levels of Serpina3n alleviated the degree of necrotic and inflammatory changes in the liver (Tran et al., 2023) and a similar trend was observed for experimental ischemic stroke (Zhang et al., 2022). The elevated splenic levels of Serpina3n may spread via the portal vein to exert a healing, anti-inflammatory effect in the regenerating liver.

The other two differentially expressed protease inhibitors, *Stfa2* and *Stfa2l1*, can further mitigate the inflammatory response by inhibiting cysteine endo- and exopeptidases, notably cathepsins L and S involved in antigen presentation (Mihelič et al., 2006). The inhibition of cathepsin S in experimental Sjögren syndrome reduced both the autoantibody production and the lymphocytic infiltration of salivary and lacrimal glands (Saegusa et al., 2002; Roper et al., 2003).

In this section, we would like to point out some limitations of our research. When studying the spleen transcriptome during liver resection, only the spleen of intact animals was used as a control. In our opinion, this is justified by identical data obtained for intact and sham-operated animals by other analytical tools used in this study, including RT PCR, Western blot analysis and flow cytometry. As the increased expression levels of serine protease inhibitor genes *Serpina3n*, *Stfa2* and *Stfa2l1* in the spleen of hepatectomized animals is sustained for up to 7 days after the intervention, association of these changes with sheer opening-suturing of the abdominal cavity is unlikely.

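Among the inhibitor genes, Serpina3n had a log2 level 2.35 ± 1.01 above intact spleen on day 3 (SE, n = 3 against 6, adjusted p = 0.431 from limma) and 0.72 ± 1.01 above it on day 7 (SE, adjusted p = 0.792). Its levels were 9.25 ± 2.23 (SD, n = 3) and 7.62 ± 1.74 (SD, n = 3), so that the day 3 arrays were all above the intact arrays and the day 7 arrays overlapped with them. On day 7 only replicate 2, at 9.62, was above the intact range of 6.17 to 7.08, with replicates 1 and 3 at 6.78 and 6.45. From day 1 to day 7 the level of Serpina3n differed by -5.51 (adjusted p = 0.075). Stfa2 had a difference of 1.45 ± 2.16 on day 3 (SE, adjusted p = 0.856) and of 6.24 ± 2.16 on day 7 (SE, adjusted p = 0.161), and Stfa2l1 of 1.13 ± 1.94 (SE, adjusted p = 0.878) and 5.33 ± 1.94 (SE, adjusted p = 0.185). On day 3 the direction depended on the set: against intact spleens 1 to 3 the differences of Stfa2 and Stfa2l1 were -1.30 and -1.02, and against spleens 4 to 6 they were 4.21 and 3.28 (adjusted p = 0.854, 0.884, 0.671 and 0.751). Replicate 1 carried the day 3 level of both. Stfa2 was at 13.07, 6.28 and 4.36 in replicates 1, 2 and 3, and Stfa2l1 at 12.98, 7.15 and 5.22. The day 7 spleens varied widely, with Stfa2 at 12.69 ± 4.60 (SD, n = 3) and Stfa2l1 at 12.65 ± 4.64 (SD, n = 3). Replicate 2 stood apart, at 17.99 and 18.01. Replicates 1 and 3 were at 9.65 and 10.44 for Stfa2 and at 10.17 and 9.77 for Stfa2l1. Against intact spleens 4 to 6 alone, Stfa2 was higher on day 7 by 9.00 (adjusted p = 0.042) and Stfa2l1 differed by 7.47 (adjusted p = 0.070), and against spleens 1 to 3 alone the differences were 3.49 and 3.18 (adjusted p = 0.658 and 0.673). The levels of the stefins on days 1 and 7 did not differ past the test, by -1.04 for Stfa2 (adjusted p = 0.928) and -1.28 for Stfa2l1 (adjusted p = 0.896).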

Another possible mechanism of splenic influence on repair processes in the liver is based on immune cell recruitment from the spleen to the site of injury, as described for other models (Swirski et al., 2009; Blomster et al., 2013; Kim et al., 2014; Rizzo et al., 2020).

Apart from the transcriptomic influences, hepatectomy significantly altered the cytological architecture and leukocyte subpopulation balance of the spleen. The Ki-67 positivity-measured proliferation activity of splenic parenchyma was reduced on days 1 and 3 and returned to normal by day 7 post-intervention. Expression of cyclin genes followed these dynamics, albeit not at the protein level; a similar discrepancy for cyclin mRNA and protein expression levels has been reported previously (Albrecht et al., 1995). The hepatectomy-induced suppression of splenic hemopoiesis may unleash some compensatory mechanisms, as indicated by increased expression of megakaryocyte stimulating factor Prg4 known to stimulate myelo-and lymphopoiesis (Novince et al., 2011).

The efflux of monocytes from the spleen after liver resection is indirectly indicated by decrease in splenic monocyte counts. The hepatectomy-induced changes in the monocyte-macrophage subpopulation balance of the spleen include a reduction in CD115+ and Ly6C + relative cell counts. These data are consistent with previously reported dynamics attributed to recruitment of splenic monocytes to damaged organs (Swirski et al., 2009; Blomster et al., 2013; Kim et al., 2014; Rizzo et al., 2020). Accordingly, the spleen is a likely source of monocytes that colonize the remnant liver during its compensatory growth and functional recovery. In this regard, it is interesting to note the induced splenic expression of Sparc (osteonectin) involved in regulation of cell adhesion, extracellular matrix remodeling and differentiation/homing of immune cells at particular locations in the body (Riley and Bradshaw, 2020). The plausible migration of splenic monocytes to regenerating liver should be regarded as a beneficial influence, as the post-hepatectomy inhibition of the monocyte-macrophage influx to the liver impedes the regeneration (Constandinou et al., 2008; You et al., 2013).

Apart from the signs of monocyte-macrophage efflux from the spleen, we observed changes in their functional status indicated by the reduced CD86^−^, CD163-and CD206-positivity among cells expressing the M-CSF receptor CD115. The trend apparently reflects the reaction of macrophages to pro-inflammatory stimuli. A competing anti-inflammatory stimulation of splenic milieus may be indicated by increased expression of Cd5l known to encode a protein which stimulates the anti-inflammatory macrophage polarization (Sanjurjo et al., 2018).

The observed effects of liver resection on splenic lymphocyte populations were limited to a significant decrease in the proportion of cytotoxic T cells on day 7. Cytotoxic T cells are important for liver regeneration after hepatectomy: they produce lymphotoxins which stimulate IL-6 synthesis and hepatocyte proliferation (Tumanov et al., 2009). The observed decrease in the cytotoxic T cell counts inside the spleen may indicate their migration to the liver or reflect the activation of Treg cells shown to increase in number inside the spleen after liver resection. Treg cells can exert anti-inflammatory effects by several mechanisms (Li et al., 2018). They produce anti-inflammatory interleukins (IL4, IL10, IL13, IL35) and stimulate production of the same molecules by neutrophils and macrophages (Hawrylowicz and O’Garra, 2005; Taams et al., 2005; Collison et al., 2007). The anti-inflammatory cytokines inhibit the activity of CD8^+^ and CD4^+^ lymphocytes thereby supporting repair processes (Weirather et al., 2014). The anti-inflammatory effect of Treg cells apparently underlies their favorable effect on liver regeneration after resection (Wang et al., 2023).

Overall, the accumulated evidence confirms both the positive and the negative roles of the spleen in liver repair. A dominance of either negative or positive influences under particular circumstances can be explained by the nature of liver damage—whether it involves a toxicity component. In situations of pervasive hepatocyte death, exemplified by hepatitis and liver fibrosis, the spleen becomes an extra source of damage-aggravating cytokines; accordingly, its removal stimulates repair processes in the liver. In situations of massive loss and zero extraneous toxicity within the remnant, the rates of hepatocyte cell death are minimal (Elchaninov et al., 2016); accordingly, the spleen stays non-intoxicated by decay products and imposes no extra cytokine burden on the regenerating liver. Moreover, splenectomy under these conditions will negatively affect the compensatory growth of the healthy remnant by cancelling the influx of monocytes and biologically active molecules including the extracellular protease inhibitors and HGF. The negative impact of splenectomy on healthy liver tissue, both intact and regenerating after 70% resection of its volume, was demonstrated experimentally (Babaeva and Zotikov, 1987; Babaeva, 1989; Makarova et al., 2012).

The liver exchange with the bloodstream is enormous, and it is difficult to identify specific substances addition or subtraction of which by means of hepatectomy will influence gene expression profiles of splenic cells. A likely candidate is bacterial endotoxin (lipopolysachcaride, LPS) produced in the gut. The liver is the major site of LPS utilization; accordingly, endotoxin levels in the blood of hepatectomized animals are increased (Michalopoulos and DeFrances, 1997) and may promote pro-inflammatory activation of macrophages and other TLR4-expressing cells in the spleen, eventually counteracted by anti-inflammatory cascades associated with increased production of serine protease inhibitors.

Another possible mechanism of hepatic influence on other organs involves bile acids. The circulation of bile acids between the liver and the small intestine is affected by hepatectomy, as the remnant liver cannot cope with bile acid recycling and their blood levels may increase. Macrophages express bile acid receptors including the farnesoid X receptor (FXR) (Renga et al., 2009) activation of which promotes the anti-inflammatory M2 polarization of macrophages while blocking the TH1/TH17 lymphocyte inflammatory polarization (Shi et al., 2022; Jaroonwitchawan et al., 2023).

## Conclusion

Liver resection causes significant changes in the spleen, affecting its transcriptomic profiles and leukocyte homeostasis. The early stages of liver repair are accompanied by induction of certain anti-inflammatory markers, notably the protease inhibitor genes *Stfa2l1*, *Stfa2* and *Serpina3n* and partial repression of cyclin genes in the spleen. Leukocyte populations of the spleen react to hepatectomy by decreased proliferation rates and shifted subpopulation balance. Significant reduction in relative counts of CD115+ and F4/80+ cells in the spleen may indicate an increase in the monocyte-macrophage efflux.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE232531.

# Supplementary material for: The spleen as a possible source of serine protease inhibitors and migrating monocytes required for liver regeneration after 70% resection in mice
**Source:** Front Cell Dev Biol. 2023 Sep 7;11:1241819. doi: 10.3389/fcell.2023.1241819
**Supplement:** Supplementary file 1

Supplementary Material

The spleen as a possible source of serine protease inhibitors and migrating monocytes required for liver regeneration after 70% resection in mice

Andrey Elchaninov^1,3^*, Polina Vishnyakova^2,3^, Maria Kuznetsova^5^, Elena Gantsova^1,3^, Viktoria Kiseleva^2^, Anastasiya Lokhonina^2,3^, Maria Antonova^4^, Aiaz Mamedov^4^, Anna Soboleva^1^, Dmitry Trofimov^5^, Timur Fatkhudinov^1,3^, Gennady Sukhikh^2^

5 Laboratory of molecular research methods, Institute of Reproductive Genetics, National Medical Research Center for Obstetrics, Gynecology and Perinatology Named after Academician V.I. Kulakov of Ministry of Healthcare of Russian Federation, Moscow, Russia

**Supplementary Table 1.** List of antibodies for flow cytometry

| **Description of the antibody** | **Dilution** | **Manufacturer** | **Catalogue number** |
| --- | --- | --- | --- |
| Anti-Mouse CD45 Antibody PE | 1:100 | Miltenyi Biotec | 130102596 |
| Anti-Mouse Ly6C Antibody FITC | 1:100 | Miltenyi Biotec | 130111777 |
| Anti-Mouse F4/80 PerCP/Cyanine5.5 Conjugated | 1:100 | BioLegend | DL20130F |
| Anti-Mouse CD115 PE Conjugated | 1:100 | BioLegend | DL21294F |
| Anti-Mouse CD115 APC Conjugated | 1:100 | BioLegend | DL21295F |
| Anti- Mouse CD206 PE Conjugated | 1:100 | BioLegend | DL21672F |
| Anti-Mouse CD86 PE/Cyanine7 Conjugated | 1:100 | BioLegend | DL20106F |
| Anti-Mouse CD163 PE Conjugated | 1:100 | eBioscience | 2006963 |
| Anti-Mouse CD19 Antibody PerCP/Cyanine5.5 Conjugated | 1:100 | BioLegend | DL20011F |
| Anti-Mouse CD3 Monoclonal Antibody APC Conjugated | 1:100 | BioLegend | DL20268F |
| Anti-Mouse CD8a Antibody PE Conjugated | 1:100 | BioLegend | DL22851F |
| Anti-Mouse CD4 Antibody EV450 Conjugated | 1:100 | BioLegend | DL22845F |
| Anti-Mouse CD1d Monoclonal Antibody APC Conjugated | 1:100 | BioLegend | DL20484F |
| Anti-Mouse Foxp3 Antibody PE Conjugated | 1:100 | BioLegend | DL22662F |

**Supplementary Table 2.** Primers for real-time PCR

| Target designation | 5′-end primer | 3′-end primer |
| --- | --- | --- |
| *CcnA2* | TGTCCTGGATTGGGTCACTGG | TCAGCCTCCGGGCAGTAGA |
| *CcnB1* | GCTAAGATCAGCACGCTGGC | TCGACAACTTCCGTTAGCCTAAACT |
| *CcnD1* | TGTCGGCGCAGTAGCAGA | AAGATACGGAGGGCGCACAG |
| *CcnE1* | TGGATGGTTCCGTTCGCCAT | GTCAGGACCACACTCGGAGG |
| *Serpina3n* | CAAGCCAACAACCCTGAACATCA | GCATCCATTCCCAACGTGCC |
| *Serpina1b* | TGGGGCTGACCTCTCTGGAA | GGCATAGACATAGGAACGGCTTC |
| *Stfa2* | AGTTCAAGTCGTCCAAGGACTAAA | CGCATCTCTTTACAATGGGGGTTA |
| *Stfa2l1* | TTGTCAGAGGCCAGACCTGC | TGGAGGTAACAACCACGTCCT |
| *Gapdh* | AGGCCGGTGCTGAGTATGTC | TGCCTGCTTCACCACCTTCT |

**Supplementary Table 3.** Top 10 enriched pathways in the spleen after liver resection

**1 days**

| **Pathway** | **Total DEGs** | **Upregulated genes** | **Downregulated genes** |
| --- | --- | --- | --- |
| Protein-protein interactions in podocytes | 58 | 12 | 46 |
| Focal adhesion: PI3K-Akt-mTOR signaling pathway | 27 | 6 | 21 |
| mRNA processing | 24 | 10 | 14 |
| Chemokine signaling pathway | 24 | 9 | 15 |
| Protein-protein interactions in the podocyte | 23 | 6 | 17 |
| Mechanisms associated with pluripotency | 22 | 4 | 18 |
| Oxidative stress and redox pathway | 17 | 2 | 15 |
| Insulin signaling | 16 | 5 | 11 |
| Adar1 editing defficiency immune response | 16 | 14 | 2 |
| Mapk signaling pathway | 16 | 4 | 12 |

**3 days**

| **Pathway** | **Total DEGs** | **Upregulated genes** | **Downregulated genes** |
| --- | --- | --- | --- |
| mRNA processing | 23 | 0 | 23 |
| Electron transport chain | 18 | 0 | 18 |
| Protein-protein interactions in podocytes | 17 | 4 | 13 |
| Oxidative phosphorylation | 11 | 0 | 11 |
| Cytoplasmic ribosomal proteins | 9 | 0 | 9 |
| Protein-protein interactions in the podocyte | 8 | 1 | 7 |
| Mechanisms associated with pluripotency | 7 | 1 | 6 |
| Proteasome degradation | 6 | 0 | 6 |
| Oxidative stress and redox pathway | 6 | 0 | 6 |
| Chemokine signaling pathway | 6 | 3 | 3 |

**7 days**

| **Pathway** | **Total DEGs** | **Upregulated genes** | **Downregulated genes** |
| --- | --- | --- | --- |
| Protein-protein interactions in podocytes | 95 | 58 | 37 |
| B cell receptor signaling pathway | 47 | 40 | 7 |
| T cell receptor signaling pathway | 46 | 41 | 5 |
| mRNA processing | 40 | 9 | 31 |
| Mechanisms associated with pluripotency | 40 | 21 | 19 |
| Chemokine signaling pathway | 34 | 24 | 10 |
| Protein-protein interactions in the podocyte | 30 | 20 | 10 |
| Focal adhesion: PI3K-Akt-mTOR signaling pathway | 29 | 15 | 14 |
| Oxidative stress and redox pathway | 28 | 4 | 24 |
| Electron transport chain | 27 | 2 | 25 |

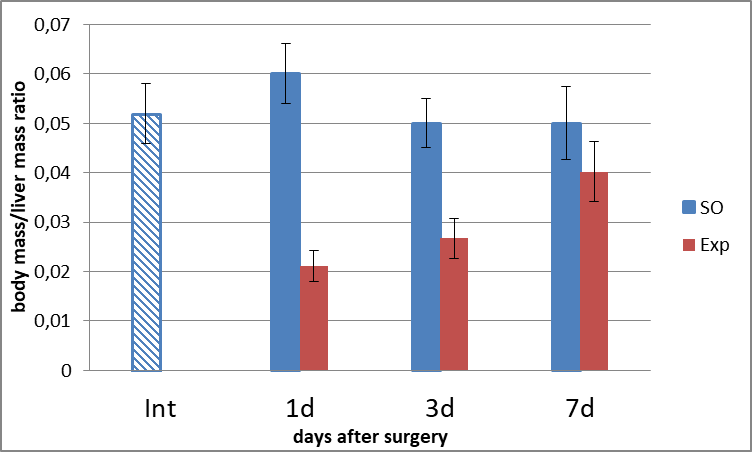

*#

*#

**Supplementary Figure 1. Dynamics of restoration of liver mass.** * - *p* < 0.05 compared with corresponding sham-operated animals, # - *p* < 0.05 compared with intact animals.

**
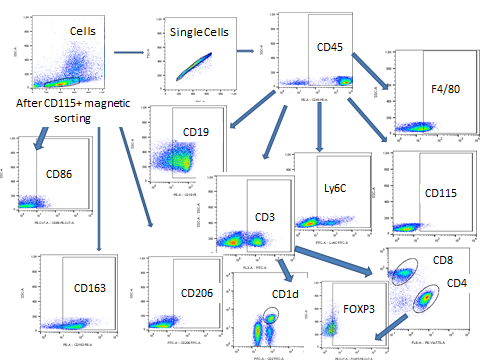
**

**Supplementary Figure 2.** The gating strategies. The gating strategies used FSC vs SSC dot-plots to exclude debris (Fig.S1) followed by (SSC vs CD45 (CD45+ to SSC vs CD3 (CD3+ to CD4 vs CD8))) dot-plots for T cells; (SSC vs CD19 (CD19+ to SSC vs CD45)) for B-cells; (SSC vs CD45 (CD45+ to SSC vs CD3 (CD3+ vs CD1d))) dot-plots for NKT cells; (SSC vs CD45 (CD45+ to SSC vs CD3 (CD3+ vs CD4))vs. CD4+to FOXP3) for total Treg cells and (SSC vs CD45 (CD45+ to SSC vs F4/80|CD115|Ly6C)) for macrophages. After CD115+magnetic sorting CD86, CD163 and CD206 positivity indexes were measured in FSC vs SSC gated pools of interest.

**Supplementary Figure 3. Uncropped WB membranes**

Cyclin D 1

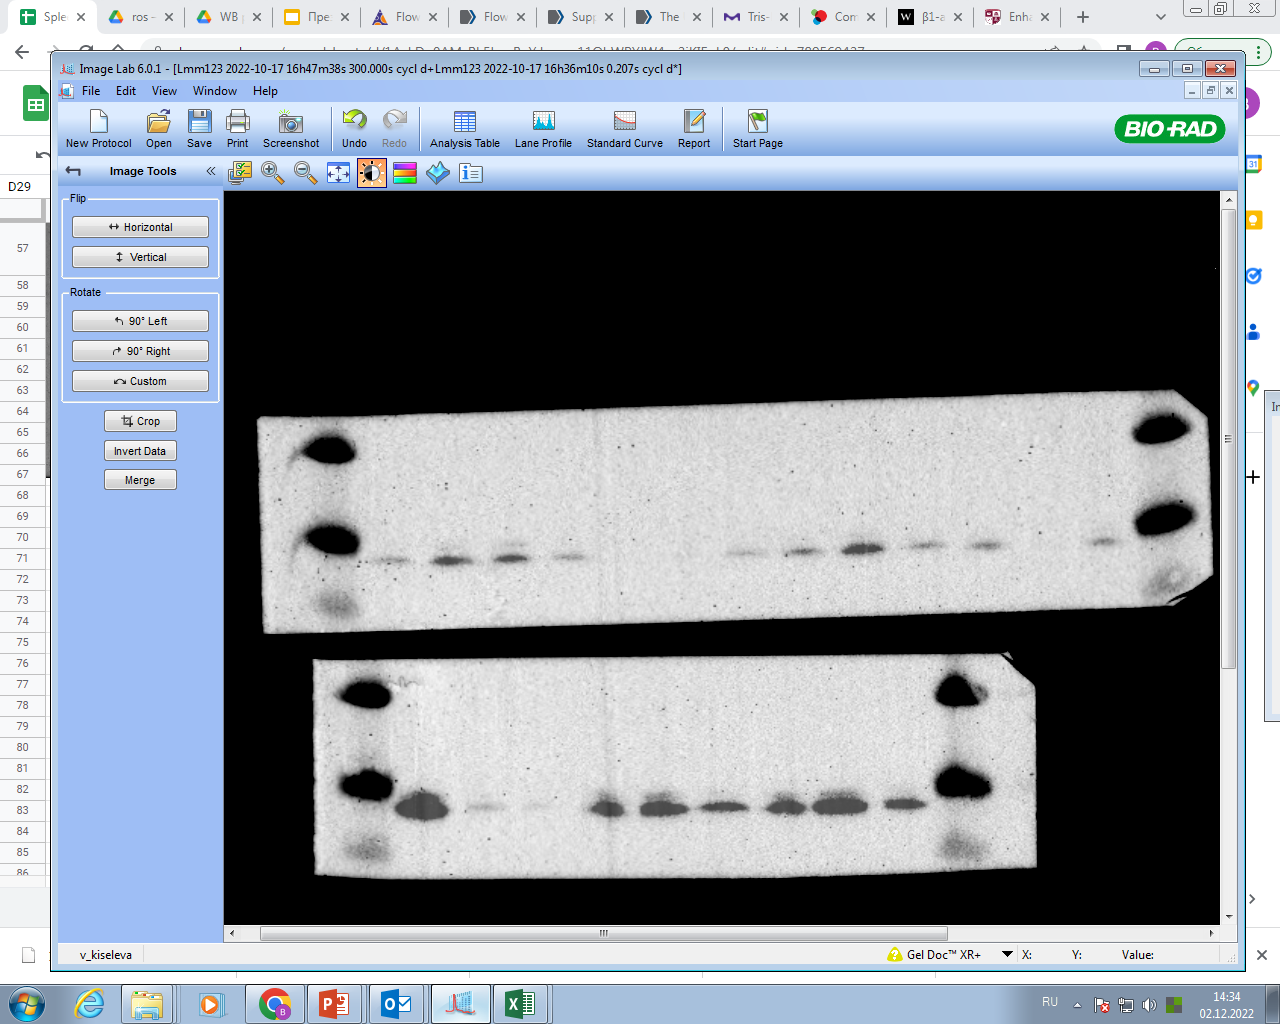

55

35

25

7 days

3 days

1 days

Intact spleen

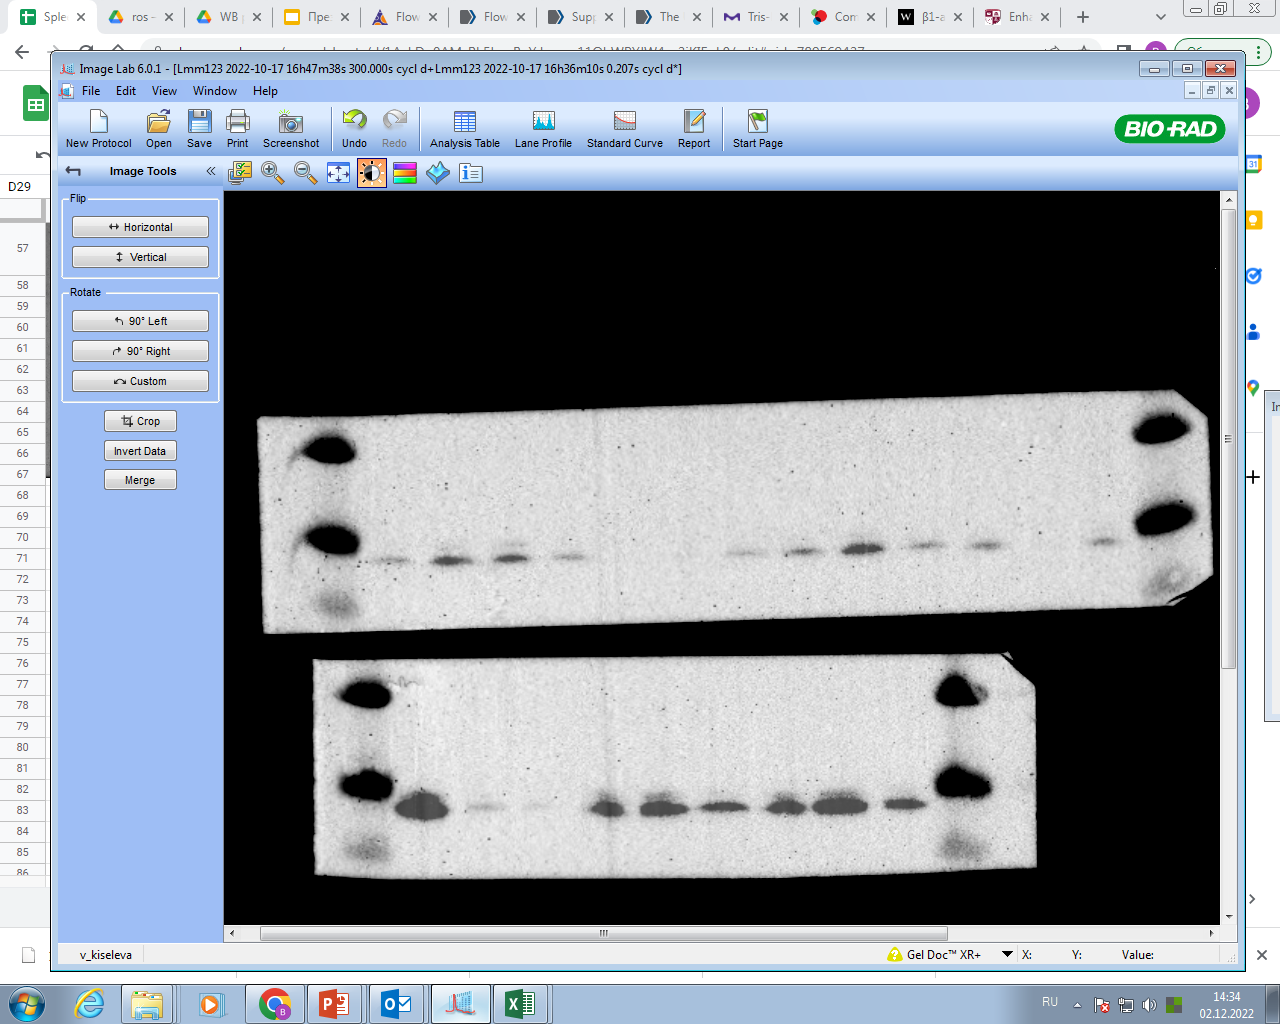

35

25

55

sham-operated

7 days

sham-operated

3 days

sham-operated

1 days

Cyclin A2

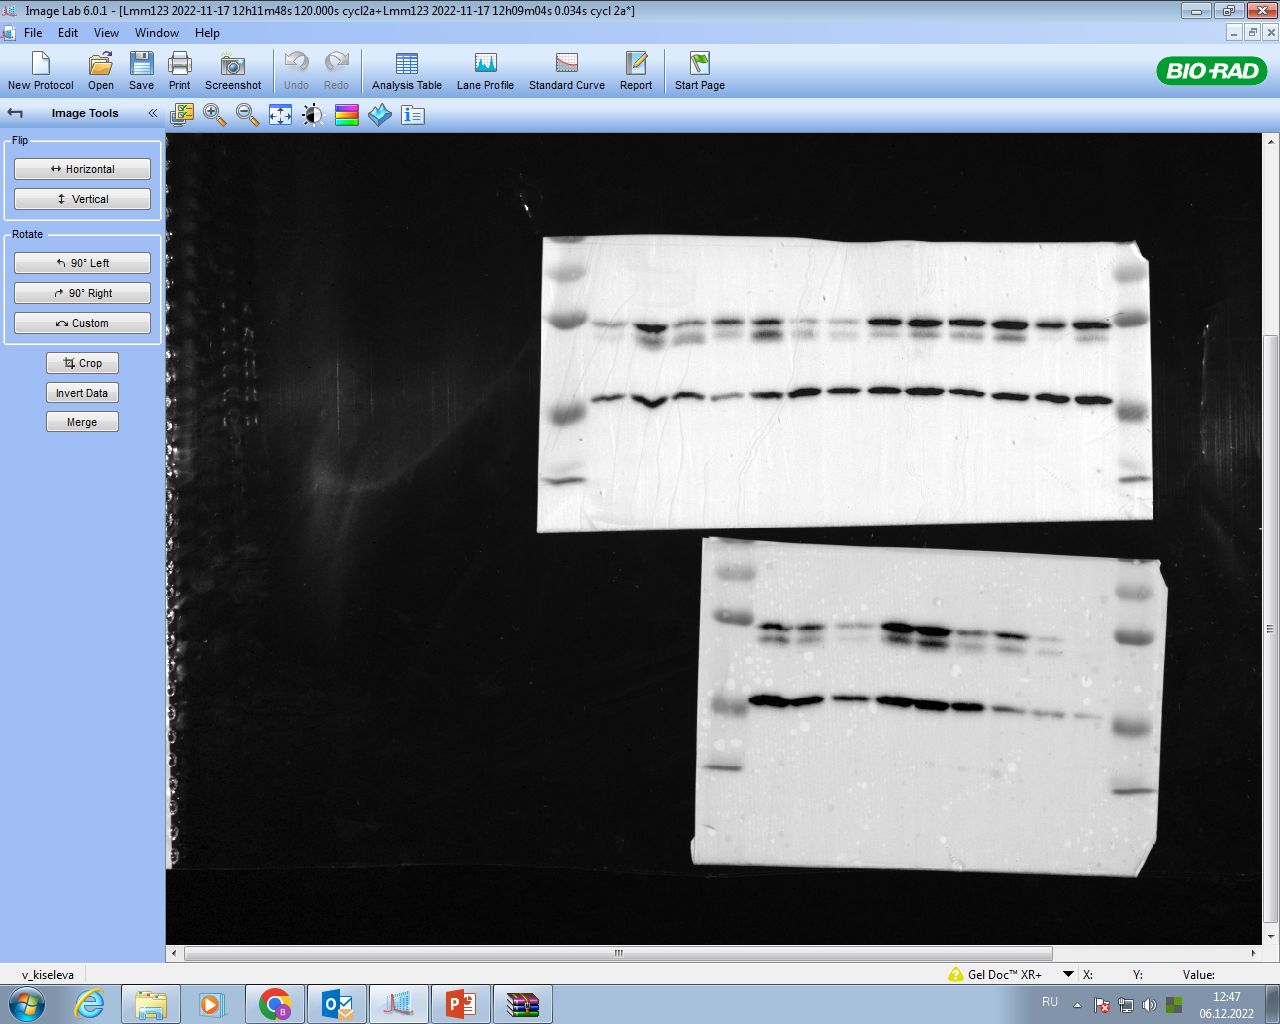

25

35

55

75

7 days

3 days

1 days

Intact spleen

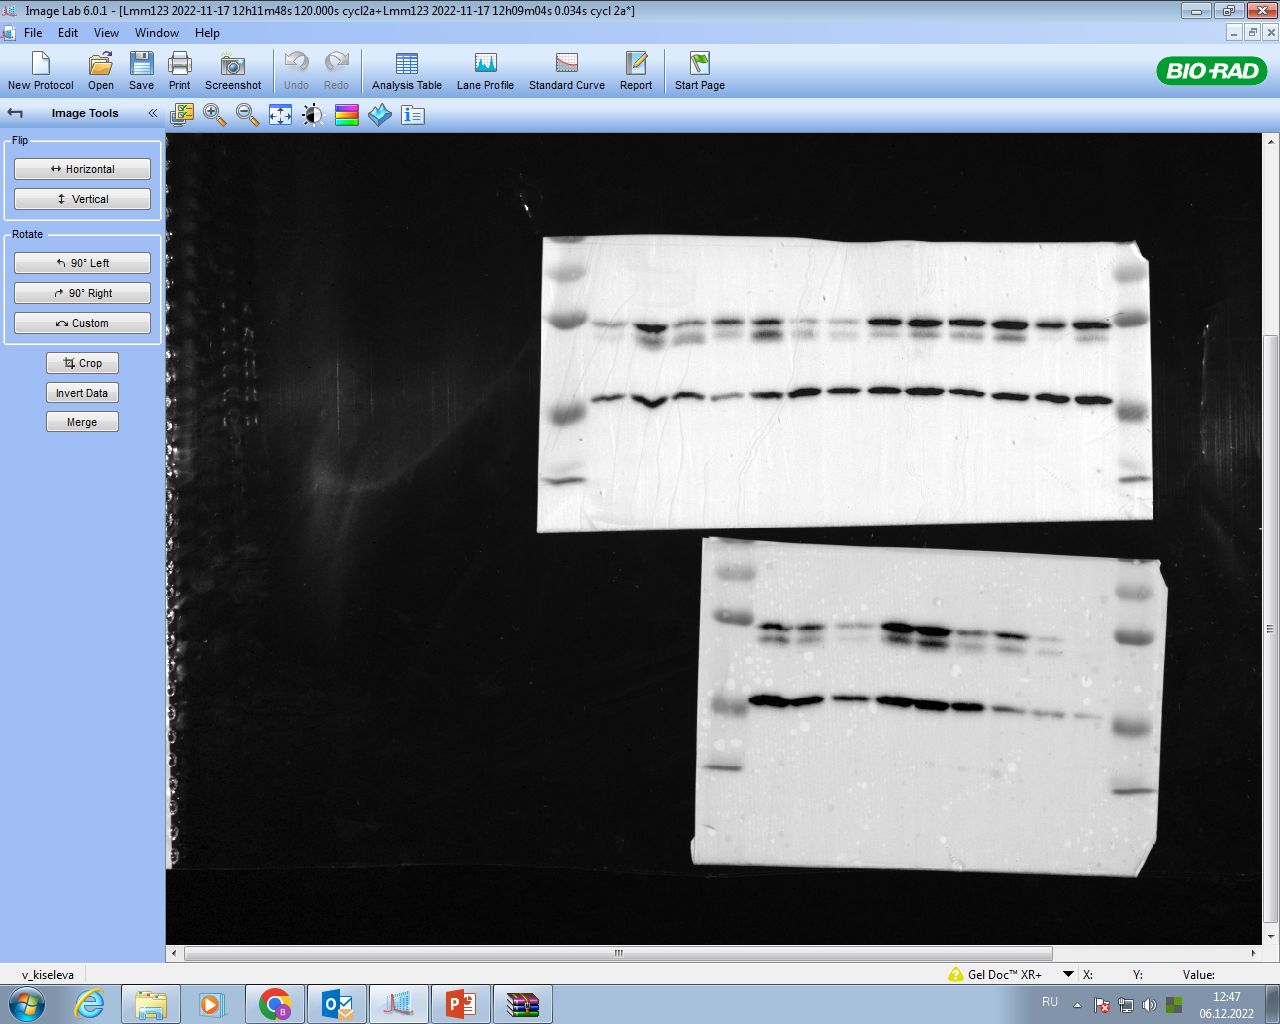

100

25

75

55

35

sham-operated

7 days

sham-operated

3 days

sham-operated

1 days

35

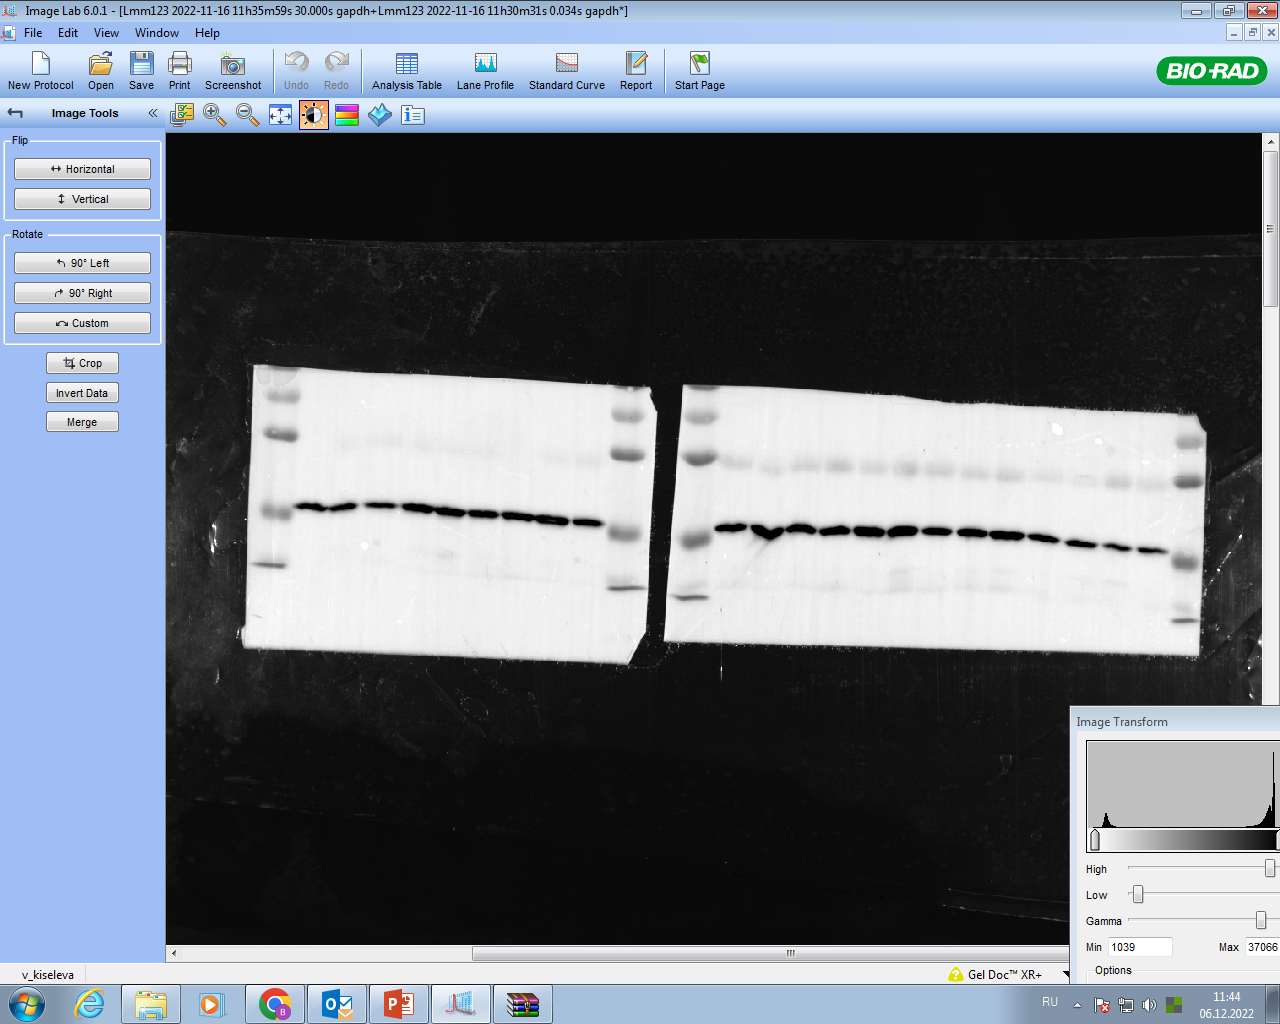

75

25

55

7 days

3 days

1 days

Intact spleen

GAPDH

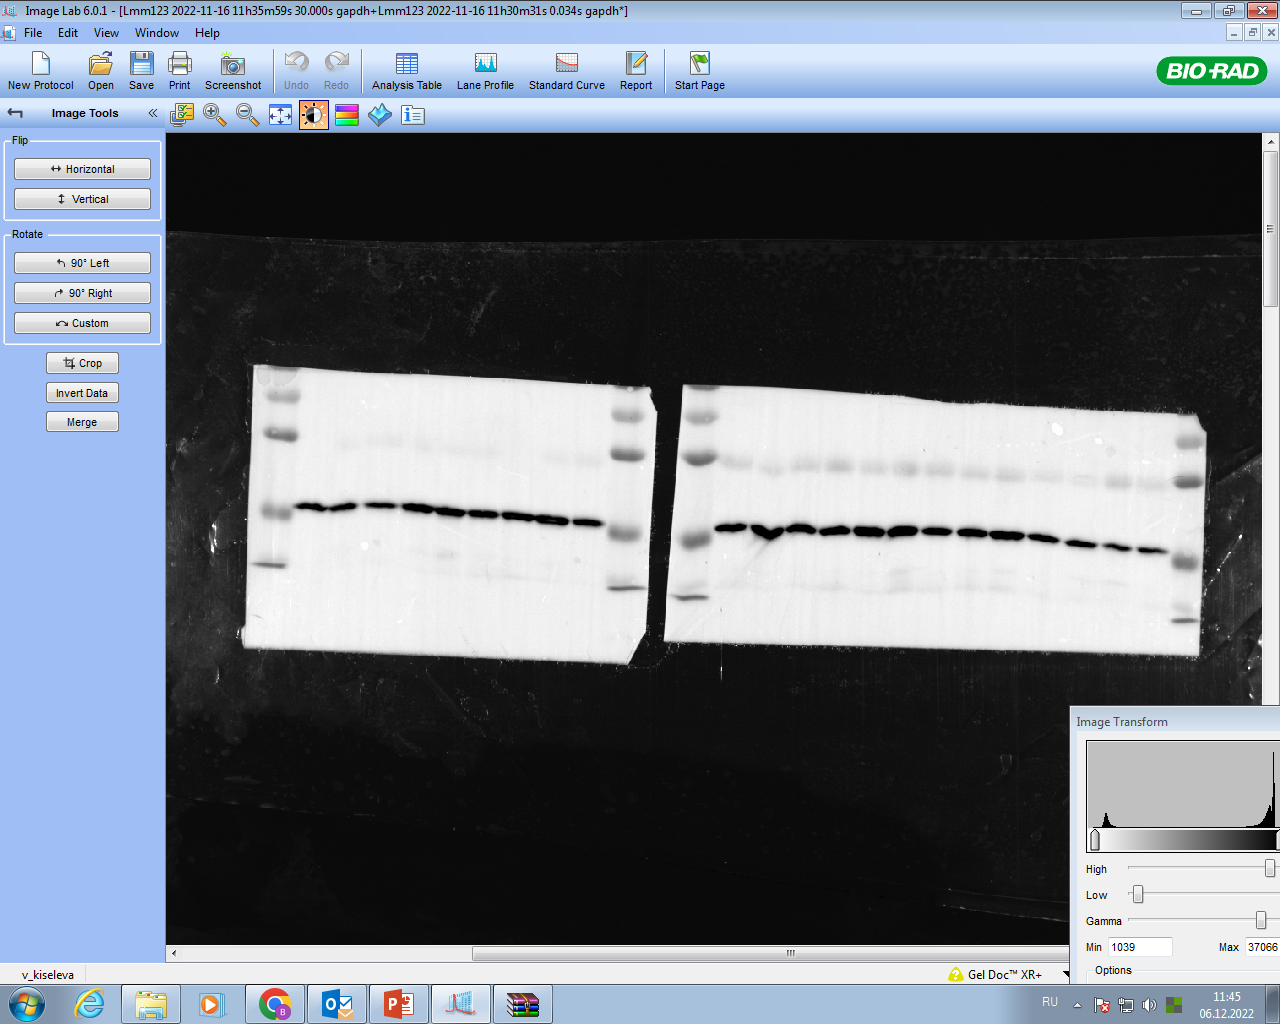

25

35

55

75

100

sham-operated

7 days

sham-operated

3 days

sham-operated

1 days

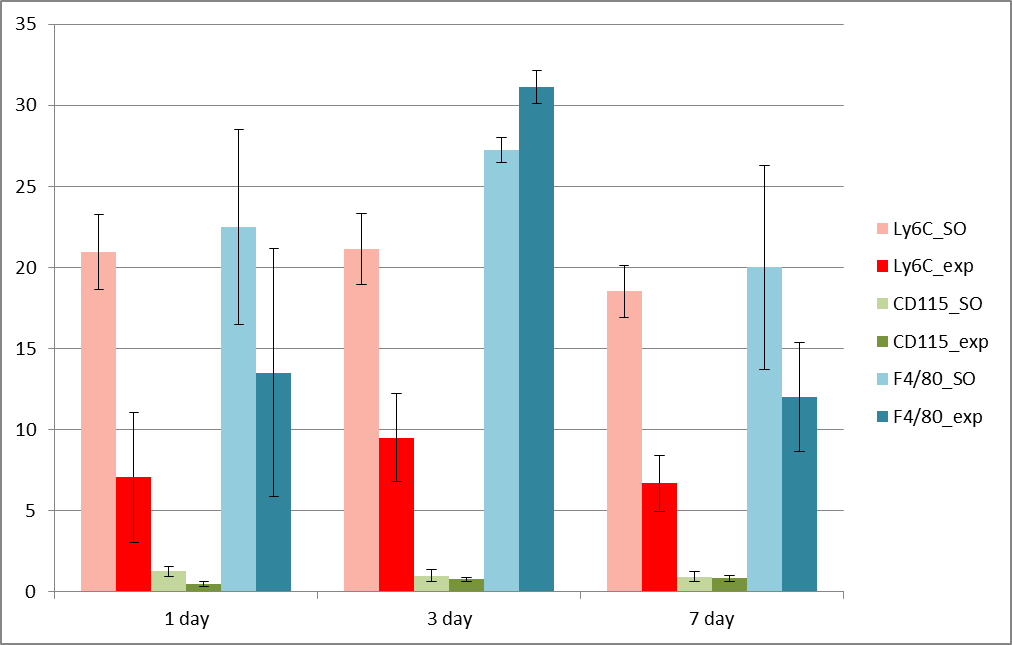

**Supplementary Figure 4.** Dynamics of spleen macrophage subpopulations during 70% liver resection in the mouse.

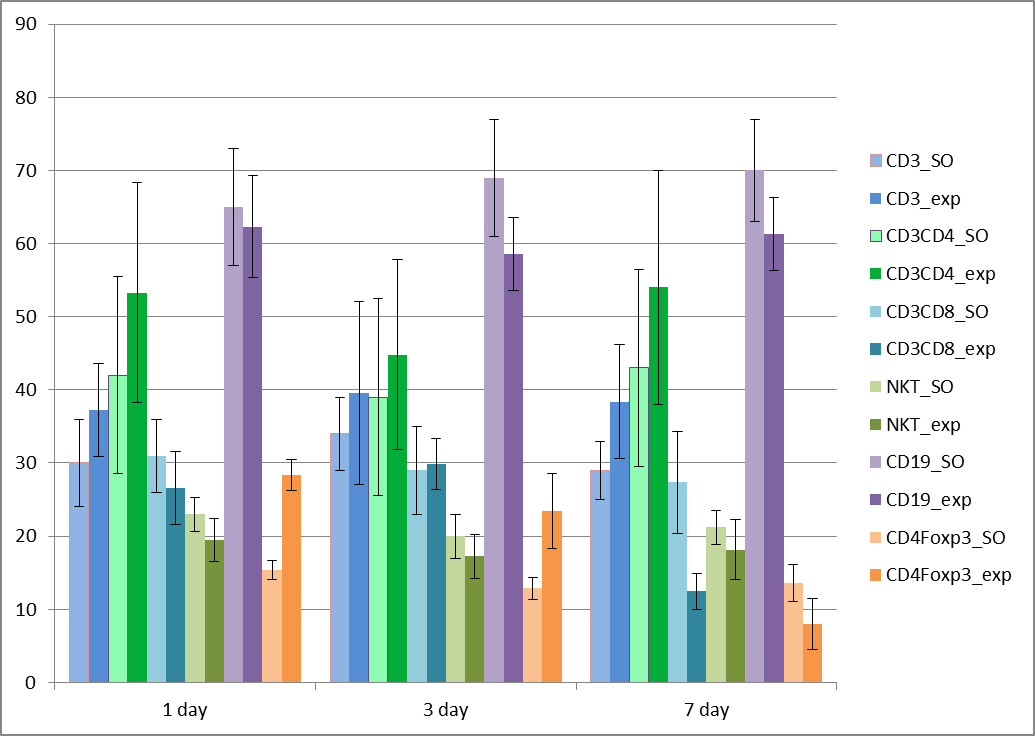

**Supplementary Figure 5.** Dynamics of spleen lymphocyte subpopulations during 70% liver resection in the mouse.

How the deposited data were processed for this re-analysis (not part of the article)

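Spleen RNA was measured in 6 intact male mice and in 3 mice on each of days 1, 3 and 7 after liver resection, with 1 Clariom S mouse array per spleen and 15 arrays in all. The labels call the arrays of a group biological replicates. The sham-operated mice of the study were not measured on these arrays, and the RT-PCR, Western blot, staining and flow cytometry data were not used here. According to the paper and the labels, RNA was isolated from frozen tissue with RNeasy columns after lysis in QIAzol, and the arrays were processed in the Transcriptome Analysis Console with default settings.

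The authors made the deposited log2 expression values by RMA in the Transcriptome Analysis Console, that is, by background correction, quantile normalization across arrays and summary of the probes of each feature. The background correction, normalization and summary are therefore already in the values and could not be varied from them. The values ran from 1.79 to an upper end of 19.9. On at least 1 array 45 features reached it, and 31 on all arrays of a group. A difference at this end is a lower bound. The paper does not state whether the scale was transformed further before deposit, and this could not be checked. Such a step would change the size of log2 differences and folds. For arrays no depth can be given, and their number limits the precision.

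Of 28846 features, 6640 array controls were left out and 22206 were tested without a filter on low levels. Gene symbols came from the platform's annotation, with 19572 features carrying 1 symbol. The other 2634 carried none or more than 1 and were tested without a symbol. For the 55 genes with several features, the feature with the highest mean over all arrays was used. Genes that the paper names but whose symbol matched no tested feature with 1 symbol, such as Ccnd1 and C3, were not analysed here. Whether features with more than 1 symbol measure them was not examined.

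Each day was compared with the 6 intact spleens, and the days with each other, by linear models and empirical Bayes moderation in limma 3.58.1 (R 4.3.3), in 1 fit over the 4 groups. The p values were adjusted by the Benjamini-Hochberg method over the 22206 features for each comparison, and a feature was called changed at an adjusted p under 0.05. The paper's text does not name a threshold for differentially expressed genes and refers to the default settings of the Transcriptome Analysis Console. Standard errors of log2 differences of single genes are those of limma, and SDs are over the arrays of a group. The standard errors of the stefin medians are over the arrays of 1 day. A count adjusted over the list alone uses the same p values, adjusted over the measured genes of that list.

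In total 50 lists of genes, for cell types of the spleen, neighbouring tissues, pathways and the genes that the paper names, were written from general knowledge and from the paper before the data were examined. They were tested with camera of limma at a preset correlation of 0.01 between genes, with adjustment over the lists for each day, and again with a correlation estimated from the arrays. Genes named in the text were chosen by a rule fixed in advance. They are every gene that the paper's text or Figure 5A names, the 10 with the largest rise and the 10 with the largest fall on each day among those past the test whose arrays did not overlap, up to 4 genes with the smallest adjusted p in each list described, and markers of proliferation and of the cells that the study stained or sorted. The paper's text and Figure 5A were known when the rule was written.

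The intact spleens were also used in sets by their numbers, 1 to 3 and 4 to 6, since the labels number the intact spleens to 6 and the spleens of each day to 3. Alternatives set in advance were each set of intact spleens alone, the replicate number as a block, a fit of the compared groups only, leaving out the dimmest 25% of features, a trended and robust prior, median centring, a further quantile normalization, leaving out each array in turn, and thresholds of a fold of at least 2 with an unadjusted or adjusted p under 0.05 or an adjusted p under 0.01. Fits added after seeing the data were the sets of intact spleens with a fold of at least 2 and an unadjusted p under 0.05, the mean of the acinar genes as a covariate, and the unadjusted criterion for genes that are lower again on day 7.

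The number of calls was compared with that in other splits of the same arrays. Overlap of the days, which share their intact spleens, was set against 50 simulations of unchanged groups and against split controls. The steps were tested on simulated data of 22206 features, of which 200 were changed. At log2 changes of 1, 2 and 4, limma recovered 30.0%, 87.7% and 100.0% of the changed features in the design of day 1, with 19 false calls. The shares were 43.3%, 90.4% and 100.0% for day 3, with 6 false calls, and 40.0%, 91.8% and 100.0% for day 7, with 4. These simulations and those of unchanged groups drew independent noise with the same spread in every group and held no sets of intact spleens. The shares therefore do not show what could be recovered from the real arrays. There, Serpina3n was not called on day 1 at a log2 difference of 6.23.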

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

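Of the tests in this part, that of the stefins against other neutrophil genes was set before its result was seen, and the others on the 3 patterns were chosen after.

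The clearest pattern outside the groups is that intact spleens 1 to 3 and 4 to 6 differ in 186 features, and on a scale over these features from 0 at the mean of the first set to 1 at that of the second, the arrays of days 1 and 7 lie at -0.10 to 0.11 and those of day 3 at 0.73 to 0.96. All 9 resected arrays thus lie within 0.3 of the mean of a set, which argues against the state of single intact animals as the source. A batch of arrays and a genetic difference between sets of animals stay open and cannot be told apart. Of the 149 named genes, 42 have any neighbour within 5 genes that also differs (permutation p = 1.0e-04). In 10000 random sets the median was 12 and the highest 30. Neighbours of the same gene family count there too. With a neighbour of another name stem they are 24, against a median of 12 (permutation p = 0.0073). Only 13 remain when gene families under several names are set apart (permutation p = 0.3862), a step chosen after the first result. The families set apart cover only 11 genes, all of them among the 24, so the random sets kept a median of 12. The last p therefore decides nothing about either explanation. Of 12 measured genes listed as different between inbred strains, 2 are among the 186 features, Apobec3 and Glo1. This split of the intact spleens gave 186 features and the highest of the others 0, so that 1 of 10 splits was as large, which is too few splits for a share under 0.05. The deposit lists intact spleens 1 to 3 before the arrays of days 1 and 7 and spleens 4 to 6 before those of day 3, and against the set that each day lies near, limma called 0, 1 and 0 features on days 1, 3 and 7 (422, 422 and 741 at a fold of at least 2 and an unadjusted p under 0.05), so part of the differences from all 6 intact spleens may come from the sets.

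Transcripts of pancreatic acinar cells differ between arrays, with a mean log2 level of 27 genes from 3.69 to 13.4 in intact spleens and from 3.58 to 7.10 after resection. Intact spleens 1 and 2 were at 13.4 and 11.2, and intact spleens 3, 4, 5 and 6 at 4.53, 5.61, 3.69 and 3.98. As none of these was resected, the values argue against the resection as the source of the spread among intact spleens. Whether a fall caused by the resection adds to the pattern stays open. Only 1 intact array lies at or below the median of the resected arrays, near the low end of the levels. Above the median of the intact arrays lie 2 resected ones. Pancreas tissue carried over with single spleens is a candidate explanation that stays open too: over the arrays, as deviations from group means, the genes had a median correlation of 0.962 with each other, as a change in expression of all of them together would also give.

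The stefin genes are higher on days 1 and 7 than in intact spleen, by medians of 3.89 and 3.21 on the log2 scale over 5 genes. On day 1 the low levels of intact spleens 4 to 6 do not account for all of the measured difference. Against spleens 1 to 3 alone the median was 3.20 (SE 1.10). This SE is over the day 1 arrays only and leaves out the spread of the intact spleens. As limma called 0 features on day 1 against spleens 1 to 3, what remains did not pass limma. Whether any of the day 7 difference remains stays open, as the median against spleens 1 to 3 was 2.52 (SE 2.41, over the day 7 arrays only). It was 0.17 without day 7 replicate 2. A larger share of neutrophils in single spleens is consistent with the arrays: as deviations from the means of groups and sets, the stefins and 16 other neutrophil genes had a Pearson's r of 0.889 over 15 arrays (exact permutation test within groups and sets, 7776 orders, p = 0.0021) and a Spearman's rho of 0.875 (p = 0.0028), and r was 0.852 without the 2 arrays farthest from the median. Whether the neutrophils were resident, recruited or in the blood of the spleen was not tested.

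In the intact spleens, 6 of 161 gene or list levels had 1 array far from the other 5, where chance gives about 1 in 20, or 8.05. The arrays that stood apart were replicate 4 for Serpina3n (log2 level 6.17, others 7.00 to 7.08), replicate 1 for Retnlg (16.40, others 11.8 to 13.1), replicate 5 for Sparc (10.25, others 12.2 to 13.4), replicate 2 for Mthfd2 (10.01, others 8.44 to 8.96), replicate 3 for the mean of the paper's chemokine pathway genes (10.59, others 9.81 to 9.99) and replicate 4 for that of the ribosomal protein genes (15.64, others 15.2 to 15.3).

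Between the days, limma called 1 feature different from day 1 to day 3, 7 from day 1 to day 7 and 220 from day 3 to day 7 (2340, 2612 and 3614 at an unadjusted p under 0.05). The last count was 0, 8 and 918 without day 3 replicates 1, 2 and 3, 3, 4 and 425 without day 7 replicates 1, 2 and 3, and 65 and 100 without intact spleens 3 and 5. As day 3 lies near intact spleens 4 to 6 and days 1 and 7 near spleens 1 to 3, comparisons with day 3 also hold what differs between the sets, such as Btla, which was higher in intact spleens 4 to 6 by 1.65 (adjusted p = 0.033). From day 1, Il7r differed by -3.76 on the log2 scale on day 7 and Ifit3 by 2.82 on day 3. From day 3 to day 7, the granule genes Mpo, Ctsg, Elane, Prtn3 and Ms4a3 differed by 6.17, 6.44, 5.52, 5.51 and 5.24, and Prss57, Gca, Adgrg3, Ms4a6d and Mthfd2 by 2.06, 3.19, 3.36, 3.10 and 2.61. Higher over the same days were also Gm20852 by 3.06, Btbd35f9 by 3.30, Psmd13 by 1.39 and Mt4 by 1.16. Lower from day 3 to day 7 were the lymphocyte genes Grap2, Ets1, Btla, Blk, Cd79a, Lef1 and Ebf1, with differences of -2.47, -2.61, -2.91, -1.57, -2.60, -2.41 and -2.62. The mesothelial genes Prg4, Upk1b and Gpm6a differed by -3.52, -1.63 and -2.06, Prr15 by -1.78 and Ifit3 by -2.79.

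Genes of neutrophil precursors and of mature neutrophils had median log2 differences of 2.21 and 2.41 from intact spleen on day 7 (adjusted p = 4.5e-13 and 3.3e-12 from camera, and 0.263 for each with an estimated correlation). Mesothelial genes had a median of 0.44 on day 3 (adjusted p = 3.0e-05, and 0.137 with an estimated correlation).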

How the results depend on the processing

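Of the alternatives, the acinar covariate, the fits of 1 set of intact spleens with a fold of at least 2 and an unadjusted p under 0.05, and the unadjusted criterion for genes lower again on day 7 were chosen after seeing the data. Day 1, 3 and 7 counts of 0, 6 and 207 became 0, 145 and 0 with intact spleens 1 to 3 only, and 209, 1 and 956 with spleens 4 to 6 only. Fitting the compared groups alone gave 0, 1 and 191, without the dimmest 25% of features 0, 2 and 222, with a trended robust prior 0, 4 and 222, median centred 0, 41 and 279, quantile normalized again 0, 5 and 200, and with the acinar covariate 0, 1 and 558. Among these, 153 of 207 features were higher on day 7 and 119 of 200 when quantile normalized again, and 5 of 6 on day 3 and 40 of 41 when median centred. At an adjusted p under 0.01 the counts were 0, 1 and 0, at a fold of at least 2 with an adjusted p under 0.05 they were 0, 6 and 179, and with an unadjusted p 547, 440 and 1194. The latter with intact spleens 4 to 6 only gave 1207, 422 and 2059, and with spleens 1 to 3 only 422, 1113 and 741. Beside the counts of 0, limma gave 2093 features on day 1 at an unadjusted p under 0.05. Without 1 array, the counts ran from 0 to 4 on day 1 (4 without day 1 replicate 1), from 1 to 200 on day 3 (200 without day 3 replicate 3) and from 0 to 428 on day 7 (0 without day 7 replicate 1, 428 without intact spleen 1).

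The replicate block gave 1, 78 and 0 features on days 1, 3 and 7, and 74, 0 and 335 between days 1 and 3, 1 and 7, and 3 and 7. The numbers do not pair the arrays, since deviations from group means of arrays with the same number had correlations from -0.21 to 0.22, with 4 of 18 over 0.1. As numbers 4 to 6 occur in intact spleen only, the block compares the days with intact spleens 1 to 3.

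Between the days, counts of 1, 7 and 220 (days 1 and 3, 1 and 7, 3 and 7) became 99, 1 and 458 with intact spleens 1 to 3 only, 79, 2 and 431 with spleens 4 to 6 only, 10, 2 and 62 with the compared groups alone, 10, 51 and 309 with a trended robust prior, 1, 44 and 349 median centred, and 1, 2 and 106 with the acinar covariate. Without 1 array they ran from 0 to 7, 0 to 40 (without day 7 replicate 3) and 0 to 918 (without day 3 replicate 3). Features higher on day 1 and lower again on day 7 were 0 with all intact spleens and without any 1 array, 1 of 124 with spleens 4 to 6 only and 190 of 431 with the unadjusted criterion. The fit of the compared groups alone cannot give this count. The cause was not tested for any of these shifts.

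With an estimated correlation, the adjusted p was 0.493 for G1/S genes, 0.483, 0.262 and 0.165 for the paper's cell cycle, complement and chemokine genes on day 1, 0.253 for mRNA processing on day 3, and 0.362 and 0.263 for B and T cell receptor signaling on day 7, so none of these calls held. The paper's cell cycle genes had 0.140 with intact spleens 4 to 6 only. B cell receptor signaling on day 1, at 0.567, had 0.019 with intact spleens 1 to 3 only, 0.017 with the replicate block, 0.357 with spleens 4 to 6 only, 0.683 quantile normalized again and 0.597 with the acinar covariate. Acinar genes changed sign on day 7 with intact spleens 4 to 6 only (adjusted p = 0.234) and on day 3 with the acinar covariate (adjusted p = 0.562), which removes them by construction. Without 1 array the adjusted p ran from 0.142 to 0.984 for B cell receptor signaling on day 1 and from 8.2e-08 to 2.2e-05 on day 7, from 2.7e-11 to 7.5e-04 for G1/S genes, from 4.2e-11 to 3.5e-04 for mRNA processing and from 7.3e-21 to 7.2e-15 for T cell receptor signaling. For the paper's lists it ran from 6.9e-05 to 0.029 (cell cycle), from 5.4e-07 to 1.9e-04 (complement) and from 1.3e-08 to 1.4e-07 (chemokine). For 37 called gene results, 322 of 665 alternative values kept the call and 343 lost it, with 0 turned in direction, and for 122 results without a call, 2046 of 2196 values stayed so and 119 gained one. Low signal limits features near the lower end of the scale, and differences of the 31 at its upper end on all arrays of a group are lower bounds.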

Differences from the paper's values

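The alternatives named here were set before the data were examined, except where said otherwise. The paper's text names no threshold for differentially expressed genes beyond the default settings of the Transcriptome Analysis Console, so the counts stand beside the paper's at thresholds that may not be the same. On day 1, 0 features passed an adjusted p under 0.05 with limma (2093 at an unadjusted p under 0.05), against the paper's 1301. On day 3 there were 6 against the paper's 445, and on day 7 207 against the paper's 2193. With a fold of at least 2 and an unadjusted p under 0.05, day 3 had 440, within 1.5 times the paper's value, while day 1 had 547 and day 7 1194. None of the other alternatives set in advance came within 1.5 times the paper's count on any day, the highest being 209 on day 1, 200 on day 3 and 956 on day 7. The same unadjusted criterion against intact spleens 4 to 6 only, a setting chosen after seeing the values, gave 1207, 422 and 2059, within 1.5 times the paper's values on all 3 days. How many of the paper's called genes it drops was not counted, as only part of them is named in the text.

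For Stfa2 on day 1 the fold was 155.92 against the paper's 1019, and for Stfa2l1 97.655 against the paper's 315. With intact spleens 4 to 6 only, the folds were 1053.1 and 432.04, within 1.5 times the paper's values. The mean level of Stfa2 in these spleens, 3.70, lies below the median of every array, so its fold may be a lower bound. With intact spleens 1 to 3 only they were 23.1 and 22.1, and without 1 array they ran from 90.35 to 298.89 and from 54.3 to 181.5. None of the alternatives other than intact spleens 4 to 6 only brought Stfa2 within 1.5 times the paper's value.

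For the genes that the paper calls on day 1, the test was passed against intact spleens 4 to 6 only by Serpina3n (adjusted p = 0.045), which also passed without day 1 replicate 1 (adjusted p = 0.035), by Mt2 (adjusted p = 0.034, and 0.034 without day 1 replicate 1), by Tfpi and Ccl9 (adjusted p = 0.024 and 0.043) and by Serpina1a and Serpina1b (adjusted p = 8.1e-05 and 2.4e-06). Serpina1a and Serpina1b are among the 186 features that differ between the sets, and against intact spleens 1 to 3 their differences were 0.34 and 0.63. The test was also passed, all below intact spleens 4 to 6, by Ly6d, Gm1966, Apobec3, Ly6e, Ifi213, Apol7c and Ccl19, which the paper's figure lists for day 1, some under older names (Ifi213 as Pydc4, and Ifi208 on day 7 as Pydc3). All of these but Ccl19 are among the 186 features as well, and against intact spleens 1 to 3 their day 1 differences ran from -1.45 for Ccl19 to 0.15 for Apobec3, with none past the test. On day 3, Sparc, Cd5l and Ifitm1 passed without day 3 replicate 3 (adjusted p = 0.034, 0.0029 and 0.020), as did Ifitm2 and Col3a1 of the figure (adjusted p = 0.040 and 0.0038) and Xpo7 (adjusted p = 0.034). The array left out lay within the intact range for Sparc, Ifitm1 and Ifitm2. On day 7, Ctsg, Stfa2 and Serpina1a passed against intact spleens 4 to 6 only (adjusted p = 0.0031, 0.042 and 4.9e-04), above these spleens, as did Slfn4 (adjusted p = 0.011). Of the figure's genes, those that passed below these spleens were Apobec3, Ifi213, Gm1966, Ly6d, Gm4759, Apol7c, Cd8a, Ly6e, Ccl19 and Ifi208. Against intact spleens 1 to 3 the latter genes had day 7 differences from -1.31 for Gm4759 to 0.95 for Ly6e, and Slfn4 of 2.13, with none past the test. Ctsg also passed when median centred (adjusted p = 0.045), without intact spleen 1 (adjusted p = 0.034) and with the acinar covariate chosen after seeing the values (adjusted p = 0.026), which Slfn4, Gm4759 and Cd8a passed as well (adjusted p = 0.039, 0.034 and 0.039). Slfn4 passed without intact spleen 1 (adjusted p = 0.040) and Ipw without day 7 replicate 3 (adjusted p = 0.0051).

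The direction differs from what the paper states from its arrays for mRNA processing on day 3 and for Serpina1a, Stfa2 and Ctsg on day 7. The paper places genes of mRNA processing among those that went down on day 3, whereas 82 of 97 measured genes of this list were higher than in intact spleen, with a median log2 difference of 0.33 (negative, as in the paper, with the sign turned to intact minus day 3), and 3 passed when adjusted over the list alone. It has Serpina1a, Stfa2 and Ctsg going below their baseline on day 7, whereas their differences from intact spleen were 1.74, 6.24 and 5.27 (all negative, as in the paper, with the sign turned to intact minus day 7), and that of Serpina1a was -0.59 against intact spleens 1 to 3. In the paper's figure, Stfa2 and Serpina3n, which its text calls increased on day 1, stand under the heading for lower genes, so its headings may refer to intact spleen against resected. Its supplementary table has all listed genes of mRNA processing, the electron transport chain, ribosomal proteins and the proteasome as down on day 3, whereas 82 of 97, 69 of 74, 53 of 54 and 34 of 35 measured genes were higher, and with the sign turned to intact minus day 3 the directions are the same. It has most genes of B and T cell receptor signaling as up on day 7, whereas 35 of 43 and 43 of 47 measured genes were lower than in intact spleen, and with the sign turned to intact minus day 7 the directions are again the same.

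The paper counts B cell receptor signaling among the activated pathways on day 1. Of 43 measured genes, 22 were higher and 21 lower, with a median of 0.00 and no common direction, and against intact spleens 1 to 3 only they were higher, with a median of 0.22 and an adjusted p of 0.019. Of its most raised genes on day 3, Prg4 passed the test, with a difference of 4.18, and Sparc, Cd5l, Mt2 and Ifitm1 were higher without passing it.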

Other observations

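Of the tests in this part, the splits for day 1 and the counts of shared genes of days 1 and 7 were chosen after the results were seen, and those for days 3 and 7 and between the days were set beforehand.

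Metallothioneins and glucocorticoid targets were higher on day 1 than in intact spleen. Of 17 measured genes, 16 were higher, with a median log2 difference of 1.70 and an adjusted p of 1.8e-14 from camera (adjusted p = 0.223 with an estimated correlation), and 12 passed when adjusted over the list alone. Interferon-stimulated genes were lower on day 1 in 33 of 37 cases, with a median of -0.50 and an adjusted p of 2.8e-09 (adjusted p = 0.262 with an estimated correlation), and Irf9, a factor of interferon signaling, differed by -1.07. Interferon-inducible genes such as Ifi213 and Ifi209 were higher in intact spleens 4 to 6 than in spleens 1 to 3, by 4.62 and 3.26. As day 1 lies near spleens 1 to 3, part of the difference of the list may come from the sets. Irf9 and Ifit3 were below every intact array on every day 1 array. Heat shock and chaperone genes had a median of -0.61 (adjusted p = 4.5e-06, and 0.448 with an estimated correlation), and replication-dependent histone genes of -0.74 (adjusted p = 4.5e-06, and 0.493 with an estimated correlation). None of these genes passed limma over all genes on day 1, where 12 metallothionein and glucocorticoid genes were higher and 13 interferon-stimulated genes lower at an unadjusted p under 0.05.

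On day 7, genes of the proteasome, the electron transport chain and the cell cycle were higher. Of 35 measured proteasome genes, 5 rose over all genes and 28 when adjusted over the list alone, with a median of 0.79 and an adjusted p of 2.5e-17 (adjusted p = 0.124 with an estimated correlation). Psmd2, a subunit of the regulatory particle, rose by 1.62 ± 0.21 (SE, adjusted p = 0.026), but its adjusted p was 0.114 with intact spleens 1 to 3 only, 0.068 without day 7 replicate 1 and 0.084 without day 7 replicate 2. Of 74 measured genes of the electron transport chain, 6 rose over all genes and 33 when adjusted over the list alone, with a median of 0.61 (adjusted p = 2.0e-19, and 0.125 with an estimated correlation). Genes of the G1/S transition and of mitosis had medians of 0.60 and 0.77. Their adjusted p values from camera were 2.0e-07 and 8.8e-07, and 0.497 and 0.602 with an estimated correlation. Against intact spleens 1 to 3 alone the medians were 0.43 and 0.42 (adjusted p = 1.2e-04 and 0.0052 from camera). Against spleens 4 to 6 alone they were 0.84 and 1.18 (adjusted p = 4.5e-07 and 6.9e-08). As day 7 lies near spleens 1 to 3, part of the difference from all intact spleens may come from the sets. Cdk4 rose by 1.36, a call that was lost without intact spleen 3, 4, 5 or 6. It was also lost without day 7 replicate 1, 2 or 3 (adjusted p = 0.110, 0.213 and 0.081). Lists of regulatory T cells, cytotoxic and NK cells and dendritic cells were lower, with medians of -0.54, -0.35 and -0.43 (adjusted p = 2.7e-04, 2.7e-04 and 1.2e-04, and 0.141, 0.362 and 0.263 with an estimated correlation).

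Markers of proliferation and of the cells that the study stained or sorted did not pass limma against all 6 intact spleens on any day. Ccna2 differed from intact spleen by -0.72, -0.75 and 0.94 on days 1, 3 and 7, and Mki67 by -0.04, -1.65 and 0.15, but Mki67 lay near the upper end of the scale on most arrays, which limits what its differences can show. On day 3 Ccna2 was at 11.52, 10.00 and 14.57 in replicates 1, 2 and 3, against 11.43 to 13.69 in intact spleen. Ccne1 was at 9.51, 9.05 and 13.42, against 9.78 to 12.50. For both cyclins replicate 3 was above every intact array. The paper reports higher expression of both genes on day 3, apart from these arrays. The macrophage markers Cd163, Mrc1, Cd86 and Csf1r differed by 1.60, 2.33, 1.35 and 1.96 on day 1 (adjusted p = 0.358, 0.356, 0.243 and 0.319), and Adgre1 by -0.47, 0.35 and 0.26 on days 1, 3 and 7. Against intact spleens 1 to 3 alone the day 1 difference of Mrc1 was 1.32, and against spleens 4 to 6 alone 3.33. By flow cytometry the paper reports fewer CD115+ (Csf1r) cells on day 1. Among sorted CD115+ cells it reports less CD163, CD206 (Mrc1) and CD86 positivity. Its staining had more CD206+ cells outside follicles and a stronger CD163 signal on day 1. Shares of cells by protein and RNA of spleen tissue are unlike measures. On day 7 the T cell genes Cd3e, Cd4 and Cd8a differed by -1.67, -1.03 and -2.44 (adjusted p = 0.081, 0.260 and 0.133), and Cd1d1 by -0.18. Cd8a differed by -1.08 from intact spleens 1 to 3 and by -3.80 from spleens 4 to 6 (adjusted p = 0.527 and 0.0063), and Cd3e by -1.54 and -1.81 (adjusted p = 0.367 and 0.048). The monocyte genes Ly6c1 and Ly6c2 differed by -0.30 and -0.53 on day 1, -0.90 and -1.01 on day 3 and -0.06 and 0.11 on day 7. On day 3 they differed by -1.44 and -1.69 from intact spleens 1 to 3 and by -0.35 and -0.33 from spleens 4 to 6, and on day 1 by -0.85 and -1.22 from spleens 1 to 3 and by 0.24 and 0.15 from spleens 4 to 6.

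The days share their intact spleens, which links their differences even without an effect. Of 431 features higher on day 1 at a fold of at least 2 and an unadjusted p under 0.05, 87.9% had a lower mean on day 7 than on day 1, against 94.1% in 50 simulations of unchanged groups, and 20.0% were still higher than in intact spleen, against 11.3%. Below intact spleen on day 7 were 30.6%, against 20.0% in the simulations. The differences of days 1 and 7 had a correlation across features of 0.44, against 0.33 in the simulations and 0.10 with split controls, and a covariance of 0.109 against 0.0397 and 0.0299. Features are not independent replicates. The simulations and the numbers for independent lists hold no sets of intact spleens, while days 1 and 7 both lie near spleens 1 to 3. What exceeds them may therefore come from the sets. Higher on both days were 86 features, where independent lists share 14.7. With day 1 against intact spleens 1 to 3 and day 7 against spleens 4 to 6 they were 27, where independent lists share 16.1, and the other way round 84, where independent lists share 17.3.

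Other splits of the same 9 arrays into 3 and 6 bear on the counts, taken from fits of the compared groups. For day 1 the real split gave 0 features, so all 84 splits must give at least as many and the count tests nothing; the highest, 373, had intact spleens 4 to 6 as the group of 3. For day 3, 5 of 84 splits gave at least its 1 feature, with 104 for intact spleens 1 to 3, and chance cannot be excluded. For day 7, 2 of 84 splits gave as many as its 191 features, the other being intact spleens 4 to 6 with 640, which points to a structure among the intact spleens. Chance could be excluded only if all 9 arrays were exchangeable, which the sets of intact spleens are not, and limma called 0 features on day 7 against spleens 1 to 3 alone, so the splits do not show an effect of day 7. For the comparisons of the days, 10 splits are too few for a share under 0.05: 1 of 10 was as large in each, with 10, 2 and 62 features for days 1 and 3, 1 and 7, and 3 and 7, and 0 as the highest other.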
